# Tanshinone I, a new EZH2 inhibitor restricts normal and malignant hematopoiesis through upregulation of *MMP9* and *ABCG2*

**DOI:** 10.7150/thno.53170

**Published:** 2021-05-08

**Authors:** Ying Huang, Shan-He Yu, Wen-Xuan Zhen, Tao Cheng, Dan Wang, Jie-Bo Lin, Yu-Han Wu, Yi-Fan Wang, Yi Chen, Li-Ping Shu, Yi Wang, Xiao-Jian Sun, Yi Zhou, Fan Yang, Chih-Hung Hsu, Peng-Fei Xu

**Keywords:** Tanshinone I, hematopoiesis, leukemia, EZH2, H3K27me3

## Abstract

**Rationale:** Tanshinone, a type of diterpenes derived from *salvia miltiorrhiza*, is a particularly promising herbal medicine compound for the treatment of cancers including acute myeloid leukemia (AML). However, the therapeutic function and the underlying mechanism of Tanshinone in AML are not clear, and the toxic effect of Tanshinone limits its clinical application.

**Methods:** Our work utilizes human leukemia cell lines, zebrafish transgenics and xenograft models to study the cellular and molecular mechanisms of how Tanshinone affects normal and abnormal hematopoiesis. WISH, Sudan Black and O-Dianisidine Staining were used to determine the expression of hematopoietic genes on zebrafish embryos. RNA-seq analysis showed that differential expression genes and enrichment gene signature with Tan I treatment. The surface plasmon resonance (SPR) method was used with a BIAcore T200 (GE Healthcare) to measure the binding affinities of Tan I. *In vitro* methyltransferase assay was performed to verify Tan I inhibits the histone enzymatic activity of the PRC2 complex. ChIP-qPCR assay was used to determine the H3K27me3 level of EZH2 target genes.

**Results:** We found that Tanshinone I (Tan I), one of the Tanshinones, can inhibit the proliferation of human leukemia cells *in vitro* and in the xenograft zebrafish model, as well as the normal and malignant definitive hematopoiesis in zebrafish. Mechanistic studies illustrate that Tan I regulates normal and malignant hematopoiesis through direct binding to EZH2, a well-known histone H3K27 methyltransferase, and inhibiting PRC2 enzymatic activity. Furthermore, we identified *MMP9* and *ABCG2* as two possible downstream genes of Tan I's effects on EZH2.

**Conclusions:** Together, this study confirmed that Tan I is a novel EZH2 inhibitor and suggested *MMP9* and *ABCG2* as two potential therapeutic targets for myeloid malignant diseases.

## Introduction

Epigenetic regulations play essential roles in both physiological and pathological processes. The specificity, reversibility, and dynamics of these controls make them ideal drug targets 1. One of the epigenetic regulators, histone lysine methyltransferase Enhancer of Zeste Homologue 2 (EZH2), is an enzymatic component of Polycomb repressive complex 2 (PRC2). It mediates transcriptional silencing through histone H3 lysine 27 methylation 2. EZH2 has been shown to play a pivotal role in both physiological functions and the pathogenesis of many cancers, including several types of leukemia 3. In the mouse model, the deletion of *Ezh2* leads to insufficient expansion of Hematopoietic Stem Cells (HSCs) and defective erythropoiesis in the fetal liver. The *Ezh2*-deficient mouse embryos died because of anemia 4. Methyltransferase EZH2 and demethylase JMJD3 antagonistically modulate HSCs activation by regulation *Bambi*, *Cdkn1a* and *Gadd45* 5. Overexpression of EZH2 results in the myeloproliferative disorder in mice, and has been shown to be associated with aggressiveness and metastasis of different types of human cancers such as prostate cancer, breast cancer, bladder cancer and melanoma 6-10. A recent study also identified the context-specific roles of EZH2 in Acute Myeloid Leukemia (AML) 11, 12, which is a rapidly progressive and poor-prognosis malignancy arising from hematopoietic stem cells. In this case, the therapeutic potential of targeting EZH2 has received considerable attention in leukemia/cancer management.

In recent years, natural products gained much attention in cancer therapy, many herbal medicinal products have been proved to have the function of anti-cancer 13. For example, Vibsanine A induces myeloid leukemia cell differentiation by activating PKC signaling 14. Hyperforin promotes apoptosis of cancer cells from various solid tumors and hematological malignancies, including B-cell chronic lymphocytic leukemia 15. Ingredients and compounds from natural herbs are huge drug resources, and the growing studies of their pharmacological mechanism will provide a better research foundation for the development of therapies.

Dan-shen (*Salvia miltiorrhiza Bunge*) is one of the most popular herbal remedies in China and several other Asian countries. The extracts of Dan-shen have been widely used for clinical treatment of coronary heart diseases, cerebral ischemia and early cirrhosis 16. Tanshinones are the major lipophilic ingredients of Dan-shen and have been shown to have diverse pharmacological activities including anti-inflammation, anti-oxidation and anti-cancer 17, 18. Among the main Tanshinones, Cryptotanshinone (CPT) inhibits the proliferation of mouse hepatoma cells and activates adaptive antitumor immune defenses 19. Tanshinone IIA could induce G1/G0 arrest, cell differentiation and apoptosis in human leukemia cell lines 20. Although Tanshinones' anti-cancer potentials have been more and more recognized, the molecular mechanism has not been well elucidated; mainly the molecular target of Tanshinone is still not well addressed.

In this study, we first looked at the toxicity and induced phenotype of five main ingredients of Dan-Shen in the zebrafish model. We then focused on one with the least toxicity but have significant effects on hematopoiesis, Tanshinone I (Tan I). Both human leukemia cell lines and zebrafish myeloid malignancies and xenograft models were utilized to study the pharmacological function and mechanisms of Tan I. We found that Tan I can inhibit both normal and malignant hematopoiesis by binding directly to EZH2 and subsequent repression of the histone H3K27 methyltransferase activity of PRC2 complex. Furthermore, we noticed that two known EZH2 downstream genes, *MMP9* and *ABCG2* are both up-regulated by Tan I treatment. The overexpression of these two genes in the human leukemia cell line can induce apoptosis and differentiation, suggesting the potential of these two genes for serving as novel targets for anti-leukemia therapies.

## Materials and methods

### Zebrafish lines and Reagents

Zebrafish are raised and maintained at 28.5 °C and on a 14 h light/10 h dark cycle at zebrafish core facilities of Zhejiang University School of Medicine. Transgenic lines* Tg(fli1:EGFP)* 21, *Tg(lyz:EGFP)* 22, *Tg(c-myb^hyper^:GFP*) 23,* Tg(lyz:EGFP);pu.1^G242D^* 24, and *Tg(hsp70l:ezh2:CG)* 25 were used in this study.

Tan I (T5330, Sigma-Aldrich), Tan IIA (T2906, Target Mol), Cpt (T2814, Target Mol), mmp9 inhibitor Mmp9-I (444278, Sigma-Aldrich), and ABCG2 inhibitor ko143 (K2144, Sigma-Aldrich) were dissolved in DMSO.

### WISH, Sudan Black and O-Dianisidine Staining

All WISH (Whole-mount *In situ* Hybridization) staining was performed with antisense digoxigenin-labeled RNA probes as previously described 26. Sudan Black and O-Dianisidine staining was performed as described previously 27, 28.

### Cell culture and Lentivirus transduction

HL-60 and NB4 cell lines were obtained from Cell Bank of Shanghai Institute of Hematology and cultured in RPMI-1640 medium (Invitrogen Corporation) supplemented with 10% FBS (Gibco-BRL) in 5% CO_2_ and humidified atmosphere at 37 °C.

Lentiviruses expressing MMP9-GFP and control GFP, ABCG2-mCherry and control mCherry were obtained from Genechem (Shanghai, China), and the infection of lentivirus on the NB4 cells was performed as described previously 29. Leukemia cells were counted and spin-infected with lentiviral particles, then cells were washed with PBS 12 h after infection. GFP^+^ or mCherry^+^ cells were isolated by FACS after three days and sorted again after five days.

### Flow cytometry analysis and cell sorting

All antibodies were purchased from BD PharMingen: PE-conjugated CD11b and APC-conjugated Annexin V. Total cells were Fc-blocked and stained with indicated combinations of antibodies for 30 min on ice, then washed three times and resuspended in 1% FBS/PBS. For apoptosis analysis, cells were resuspended with binding buffer and stained with Annexin V and 7-AAD for 15 min at 25 °C in the dark. The flow cytometric data were collected on a BD Calibur flow cytometer and analyzed using FlowJo software or Summit software. For the fluorescence-activated cell sorting (FACS), GFP^+^ or mCherry^+^ cells were sorted out by a cell sorter BD FACSAriaTM (BD Biosciences).

### Zebrafish xenograft model

Human NB4 or HL-60 cells were transplanted into 30 hpf (hours post-fertilization) zebrafish embryos as reported previously 30 with minor modifications: 3×10^6^ cells/mL of HL-60 or NB4 cells were collected and stained with DiI, then 200-300 cells were injected into 30 hpf dechorionated zebrafish embryos. After injection, embryos were incubated in 37 °C incubator and screened for positive fluorescence cells in the caudal hematopoietic tissue (CHT) after 24 h of the transplantation. Fluorescence cells were counted and analyzed using Image J.

### RT-qPCR and RNA-seq

Total RNAs were extracted using Trizol. RNA was reverse transcribed using Prime Script™ RT reagent Kit with gDNA Eraser (Perfect Real Time) Kit (RR047A, Takara). SYBR^®^ Premix Ex Taq™ II (Tli RNase H Plus) (RR820A, Takara) was used for the real-time qPCR analysis, with a CFX-Touch detection system (Bio-rad). *β-actin* was used as an internal control. Primer sequences are available in Supplementary Table S1.

72 hpf *Tg(c-myb^hyper^:GFP*) zebrafish embryos and NB4 cells treated with DMSO or Tan I were collected for RNA sequencing. Library construction and sequencing were completed by Novogene (Novogene Bioinformatics Technology Co., Ltd, Beijing, China). Paired-end sequencing (Novaseq6000, 150-bp reads) was performed. The sequencing reads were aligned to the zebrafish GRCz11 genome and human GRCh38 genome separately using STAR (https://github.com/alexdobin/STAR), and reads mapped to multiple genomic locations were removed. Gene expression counts for each sample were calculated by feature Counts 31. Differential expression analysis was performed by DESeq2 package (https://github.com/mikelove/DESeq2). Zebrafish and human homolog genes were identified using NCBI HomoloGene database (https://www.ncbi.nlm.nih.gov/homologene/). Transcription expression heatmap was performed by gplots (https://github.com/talgalili/gplots). GSEA (gene set enrichment analysis) was performed with GSEA software (http://software.broadinstitute.org/gsea/downloads.jsp). All the RNA-seq raw data have been deposited in Gene Expression Omnibus (GEO) database under the accession numbers GSE155572 and GSE155573.

### Morpholinos injection and heat shock

Morpholino Oligonucleotides (MOs) were purchased from Gene-Tools (https://www.gene-tools.com/). The sequences of MOs used in this study are following: *mmp9* translation-blocking MO: 5'-CGCCAGGACTCCAAGTCTCATTTTG-3'; *abcg2d* translation-blocking MO: 5'-AAGACAGCATTGTCAGGCATCTTCT-3'. All MOs were injected into embryos at one-cell stage.

*Tg(hsp70l:ezh2:CG)* dechorionated embryos at 30 hpf stage were placed in 15 mL Falcon centrifuge tubes and incubated at 37 °C or 28.5 °C (control group) water bath for 1 h, then the embryos were transferred back to dishes and incubate at 28.5 °C in the incubator.

### Western blotting

The protein of zebrafish embryos (72 hpf; *Tg(c-myb^hyper^:GFP*) treated with DMSO and Tan I were extracted in RIPA (P0013B, Beyotime Biotechnology) containing 0.3% SDS and protease inhibitor cocktails (04693116001, Roche). Histone H3 was used as protein-loading controls.

### Affinity measurement

The Surface Plasmon Resonance (SPR) method was used with a BIAcore T200 (GE Healthcare) to measure the binding affinities. Zebrafish EZH2(Detai Bio) or SUZ12(Detai Bio) was diluted in sodium acetate solution (pH 5.0) with a final concentration of 50 μg/mL. EZH2 or SUZ12 was immobilized on a CM5 sensor chip (GE Healthcare) by amine coupling to reach target densities of 12000 resonance units (RU). Immobilized EZH2 or SUZ12 was used to capture the chemical compound. Human EED (ProSpec-Tany) was diluted in sodium acetate solution (pH 5.0) with a final concentration of 200 μg/mL. EED was immobilized on a CM5 sensor chip (GE Healthcare) by amine coupling to reach target densities of 9100 resonance units (RU). The running buffer contained PBS-T (10 mM sodium phosphate, 150 mM NaCl, 0.005% Tween-20, pH 7.4) and 2% DMSO. Data were recorded at 25 °C.

Then injected 7 concentrations of the Tan I (0.78 µM, 1.56 µM, 3.125 µM, 6.25 µM, 12.5 µM, 25 µM, 50 µM) at a flow rate of 30 μL/min, the contact time was 2 min for EZH2 and SUZ12 and 2.5 min for EED, respectively. The dissociation time was 2 min for EZH2 and SUZ12 and 5 min for EED, respectively. EPZ6438 (0.78 µM, 1.56 µM, 3.125 µM, 6.25 µM, 12.5 µM, 25 µM) was monitored as positive control. A blank immobilization was performed for one of the sensor chip surfaces to use for correction of the binding response. Sensorgrams were analyzed using the Igor Pro version 6.1 (WaveMatrix).

### *In vitro* methyltransferase assay

A 0.28 μg wild type PRC2 complex (31387, Active Motif, Japan) was mixed with different concentrations of Tan I (2% DMSO as the control) in HMT buffer (50 mM Tris-HCl (pH 8.8), 0.02% Triton X-100, 2 mM MgCl_2_, 1 mM dithiothreitol), followed by pre-incubation at 30 °C for 30 min. The reaction mixtures were then added 0.2 μg recombinant histones H3.3 (M2507S, NEB, USA) or Hela core histones (53501, Active Motif, Japan) and 2 μL of 3.2 mM SAM (S-adenosyl-Lmethionine SAM B9003S, NEB, USA), followed by methylation reactions at 30 °C for 60 min. The final reaction mixtures were separated by 15% sodium dodecyl sulfate (SDS)-PAGE, and subjected to western blot analysis.

### Chromatin immunoprecipitation (ChIP)

ChIP assays for NB4 cells and zebrafish embryos were performed essentially as previously described 29, 32 with minor modifications. Briefly, cells were harvested and crosslinked with 1% formaldehyde for 10 min at room temperature. After sonication, the soluble chromatins were incubated with the following antibodies separately: anti-H3K27me3 (ab6002, Abcam); anti-EZH2 (ab3748, Abcam) or control IgG (ab172730, Abcam). Chromatin immunocomplexes were then precipitated with protein G (Millipore, 16-662). The immunoprecipitated complex was washed, and DNA was extracted and purified by QIAquick PCR Purification Kit (Qiagen). EZH2 ChIP-seq data for human LNCaP cells were obtained from GEO series GSE107780. ChIP-seq data were processed by Cistrome analysis pipeline and loaded to University of California-Santa Cruz genome browsers for visualization 33. ChIP DNA was analyzed by qPCR using specific primers, and the data were normalized by input DNA. The results were derived from three independent experiments. The primers used for ChIP-qPCR are listed in Supplementary Table S1.

### Statistics analysis

Data are expressed as mean ± SEM. Differences between the control and each treatment of antagonists were assessed by *t*-test analysis of variance using GraphPad Prism version 7.0 software. Differences with *p* < 0.05 were considered statistically significant.

## Results

### Tan I can inhibit normal and malignant definitive hematopoiesis in zebrafish embryos

The major ingredients of *Salvia miltiorrhiza* include lipid-soluble Tanshinones such as Tanshinone I (Tan I), Tanshinone IIA (Tan IIA) and Cryptotanshinone (Cpt), et.al, and water-soluble phenolic acids such as Salvianolic acid B, Danshensu and Rosmrinic acid, et.al 18. To examine the toxicity and treatment phenotypes using the zebrafish system, we tested the survival rate, morphology, vasculature and blood cells with the treatments of different ingredients at various concentrations in wild type and transgenic zebrafish (**Figure S1**). We found that water-soluble phenolic acids Salvianolic acid B and Danshensu have no obvious effect on treated zebrafish embryos. Instead, all lipid-soluble Tanshinones induced various degrees of developmental defects in the zebrafish embryo. Compared to Tan IIA and Cpt, Tan I treatment had the lowest fatality rate even at high concentrations (**Figure S1A**). For example, 30 μM Tan I treatment did not affect the embryonic vasculature **(Figure S1B)** but leads to an obvious decrease of the granulocytes in the 72 hpf embryos, showing by both Sudan Black B (SB) staining and *lyz* EGFP^+^ cells in *Tg(lyz:EGFP)* transgenic zebrafish (**Figure S1C-D**). We also evaluated the effect of Tanshinones on primitive hematopoiesis by whole mount *in situ* hybridization (WISH) of *scl*, *gata1* 34 and *hbαe1* 35 at either 20 hpf or 30 hpf following the treatment of the wild type zebrafish embryos with Tan I, Tan IIA and Cpt starting at 12 hpf (**Figure S2**). However, we didn't observe any obvious difference between the Tanshinones treated and DMSO treated embryos, suggesting a potential role of Tan I in the definitive hematopoiesis but not primitive hematopoiesis. In the following studies, we focused on the effects of Tan I on normal and malignant definitive hematopoiesis and explored its mechanisms.

To confirm the effect of Tan I on zebrafish definitive hematopoiesis, we treated the wild type and *Tg(lyz:EGFP)* transgenic zebrafish with 60 μM Tan I at 30 hpf and analyzed phenotypes at 72 hpf by Sudan Black staining, WISH and fluorescent microscopy. We found that Tan I can dramatically reduce the definitive hematopoietic stem/progenitor cells (HSPCs) number shown by WISH of *c-myb* 36 (**Figure 1C**) as well as the myelopoiesis shown by SB staining (**Figure 1A**), *lyz* EGFP^+^ cells (**Figure 1B**) and WISH of *lyz* 37 (**Figure 1C**)*.* But there was only some minor impact on the erythrocytes shown by WISH of *hbae1* and O-Dianisidin staining (**Figure 1C**).

To further test if the inhibitory effect of Tan I exhibited in malignant hematopoiesis, we used a high concentration of Tan I to treat two previously reported zebrafish leukemia models, c-*MYB* hyperactive (*c-myb*^hyper^) zebrafish 23 and *pu.1* hypomorphic (*pu.1*^G242D^) zebrafish 24. Both models were shown to have abnormal expansion of myelopoiesis and respond to chemotherapy agents. We found that the embryos were morphologically normal after Tan I treatment, but compared to the DMSO group, the Tan I treatment led to a dramatic decrease of the *c-myb* GFP^+^ cells in *c-myb*^hyper^ fish (**Figure 2A**) and *lyz* EGFP^+^ cells in *pu.1*^G242D^ zebrafish (**Figure 2B**), indicating an inhibitory effect of Tan I on malignant hematopoiesis. To confirm such effect at a molecular level, WISH of *c-myb*, *lyz*, *hbαe1* and O-Dianisidin staining were performed in treated embryos of the two transgenics. Consistent with the effects observed in wild type embryos, Tan I treatment could largely restrict the expression of *c-myb* and *lyz*. Again, it had only minor effects on erythrocytes, in both *c-myb*^hyper^ fish (**Figure 2C**) and *pu.1*^G242D^ fish (**Figure 2D**).

### Tan I inhibits human leukemia cell growth *in vitro* and in the xenograft zebrafish model

The above *in vivo* results in zebrafish models suggested that Tan I could be a potential drug for treating leukemia. Therefore, we further tested this hypothesis in two human leukemia cell lines: HL-60 (M2, C-Myc amplification) cells 38 and NB4 (M3, PML-RARa^+^) cells 20. As measured by the percentages of the apoptotic Annexin V^+^ cells and the differentiated CD11b^+^ myeloid cells, Tan I treatment significantly induced leukemic apoptosis and myeloid differentiation in both cell lines, which also exhibited a dose-dependent effect according to the concentration of Tan I (**Figure 3A-H**).

Xenograft models are one of the gold standards for assessing the pre-clinical efficacy of cancer drugs. In recent years, due to its rapid growth, easy of imaging and the ability to perform large numbers of transplantations, zebrafish xenograft approaches where human cancer cells were transplanted into embryos at larval stages gained lots of attention 39. To further test the potential of Tan I as a drug for treating leukemia, we transplanted HL-60 cells and NB4 cells into the yolk of zebrafish embryos at 30 hpf, and treated the xenografted embryos with DMSO or Tan I at 24 h after the transplantation (**Figure 3I**). We found that both HL-60 and NB4 cells could enter circulation and home to the CHT region of zebrafish embryos (**Figure 3J, L**), although HL-60 cells survived well in the CHT, the NB4 cell number dropped more quickly during the embryonic development. Compared to DMSO, Tan I treatment significantly reduced the grafted cell number in the CHT region over time in both the zebrafish xenograft models (**Figure 3K-M**).

### Tan I binds directly to EZH2 and inhibits PCR2 enzymatic activity

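RNA-seq was performed on NB4 cells, an acute promyelocytic leukemia cell line, treated with DMSO or with 10 μM Tan I for 3 days, with 3 libraries in each group. According to the paper's methods, the authors aligned paired-end reads to GRCh38 with STAR, removed reads that mapped to several locations and counted the rest per gene with featureCounts. The paper's text does not name a strand setting, so reads of overlapping antisense genes cannot be assigned with certainty. The authors deposited normalized counts, that is, read counts divided by one size factor per library, for 18625 genes by Ensembl identifier and symbol. All values (100%) were whole multiples of what 1 read was worth in their library, and the reads were recovered from these steps. On the genes listed, the DMSO libraries held 25356503, 27282579 and 31679138 reads for replicates 1, 2 and 3, and the Tan I libraries held 24298627, 24250439 and 21502760. These totals cover the listed genes only.
No library was a copy of another. The closest pair was DMSO replicate 1 and Tan I replicate 1, with a chi-square of 5.92 per gene between their reads, where sampling noise alone gives about 1. The zebrafish libraries of the study were not analysed here. On the log2(normalized count + 1) scale, the first principal component (PC1) of the 16887 genes with a mean of at least 10 held 70.8% of the variance between the 6 libraries, and the second held 12.5%. The PC1 scores were -48.0, 41.1 and -26.7 for DMSO replicates 1, 2 and 3, and -46.8, 8.65 and 71.6 for Tan I replicates 1, 2 and 3. The scores of the groups overlapped (exact two-sided permutation test, p = 0.6; the smallest p that 3 libraries against 3 allow is 0.1). No sequencing batch is given for these libraries.

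**Figure D1:**
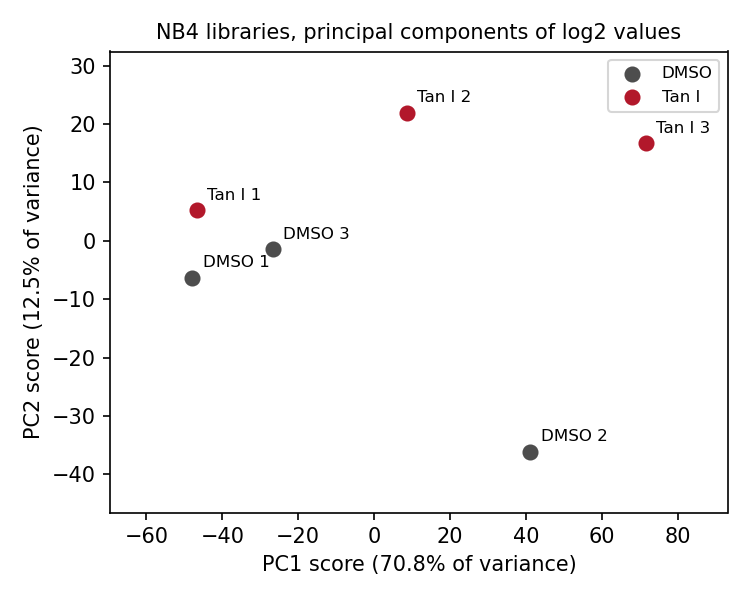
Scores of the 6 NB4 libraries on the first (x axis, 70.8% of variance) and second (y axis, 12.5% of variance) principal components of log2(normalized count + 1), with each point labelled by treatment and replicate. DMSO replicate 1 and Tan I replicate 1 sit side by side at -48.0 and -46.8 on the first component.

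Differential expression between Tan I and DMSO was tested with limma on the log2(normalized count + 1) values of these 16887 genes, with the mean-variance trend in its empirical Bayes step and Benjamini-Hochberg adjustment. On this scale, fold changes of genes with few reads are understated.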

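With an unadjusted p-value of at most 0.05 and an absolute log2 fold change of at least 0.25, limma called 408 genes in NB4 cells, 223 higher and 185 lower in Tan I. If no gene changed, evenly spread p-values of the 16887 genes would put about 844 at or under 0.05, before the fold threshold. With an adjusted p-value of at most 0.05, limma called 0 genes; the smallest adjusted p-value was 0.118, for C1QA. In the authors' deposited table from DESeq2, the unadjusted p-value was at most 0.05 for 376 genes, of which 374 also had an absolute log2 fold change of at least 0.25, 235 higher and 139 lower in Tan I. Evenly spread p-values of the 18625 listed genes would put about 931 at or under 0.05, so the 376 lie below that number. The authors' deposited table gives 12 genes with an adjusted p-value of at most 0.05, 9 higher and 3 lower. Of the 376 genes, 365 were among the genes tested with limma, and 337 were called there without adjustment and in the same direction. Among the alternatives set before the data were examined, leaving out 1 library moved the unadjusted count most, from 160 genes without Tan I replicate 2 to 1496 genes without Tan I replicate 1. On the recovered reads, edgeR's quasi-likelihood test called 409 genes without adjustment and 0 with it, and DESeq2 called 420 and 16.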

To explore the mechanism of how Tan I inhibits malignant hematopoiesis at the gene expression level, we performed RNA-sequencing (RNA-seq) analysis both in the NB4 cells and in the *c-myb*^hyper^ fish after the treatment of DMSO or Tan I. We found that 376 genes were differentially expressed between DMSO and Tan I treatment in the NB4 cells and 1882 differentially expressed genes in *c-myb*^hyper^ fish embryos (*p* value ≤0.05, |log_2_ fold change| ≥ 0.25) (**Figure 4A**). 

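The 10 genes measured by RT-qPCR in Figure 4F were also read from the RNA-seq libraries of NB4 cells; the RT-qPCR samples themselves were not analysed here. LILRA1, KEL, MLXIPL and FLT3 had fewer normalized counts in each Tan I library than in any DMSO library, and THBS1, TNFRSF1B, MMP9, C1QA, C1QC and ITGB7 had more. Each of these 10 separations has an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow. C1QA showed the largest change, from 17.0 ± 3.64 normalized counts in DMSO to 201 ± 70.2 in Tan I (SD, n = 3 each), a log2 fold change of 3.45 with a standard error of 0.31 and an adjusted p of 0.118 from limma. With DESeq2 on the recovered reads of the genes tested, C1QA had an adjusted p of 1.49e-16. C1QC rose from 2.73 ± 1.09 to 14.3 ± 1.34 normalized counts (SD, n = 3 each). KEL had 12.2 ± 4.85 normalized counts in DMSO and 4.71 ± 4.15 in Tan I (SD, n = 3 each), with 0 reads in Tan I replicate 3. C1QC and KEL were below the mean of 10 set for the test, and the authors' deposited table gives KEL an unadjusted p-value of 0.145. The log2 fold changes of the other 7 genes were -0.83 for LILRA1, -0.93 for MLXIPL, -0.63 for FLT3, 0.68 for THBS1, 0.78 for TNFRSF1B, 0.58 for MMP9 and 0.76 for ITGB7. Their standard errors lay between 0.15 for MMP9 and 0.31 for MLXIPL, and their adjusted p-values from limma were 0.999. Adjusted over the list alone, 8 of the 8 genes tested had a p-value of at most 0.05 in limma, and 0 did when adjusted over all genes tested. The paper presents these genes as representative after its GSEA of NB4 cells and does not state how they were chosen. Selection on these libraries cannot be excluded, so neither the separation of the groups nor the count over the list alone is taken as independent evidence.

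**Figure D2:**
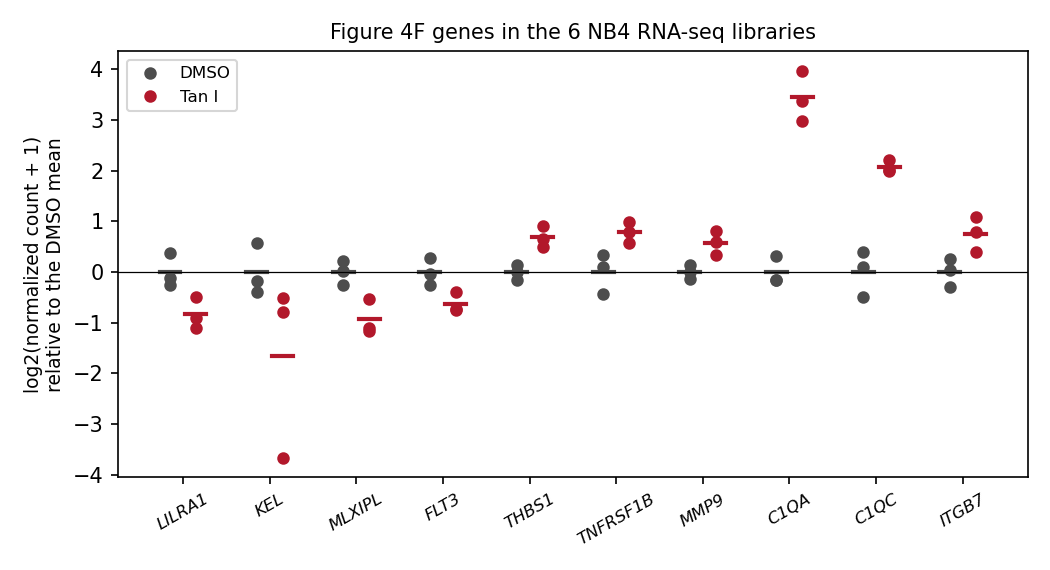
log2(normalized count + 1) of the 10 genes in each NB4 library, relative to the mean of the DMSO libraries (y axis), with 3 points and a bar at the mean for each treatment. The points of DMSO and Tan I do not overlap for any of the 10 genes, and KEL has 1 Tan I library at 0 reads.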

Consistent with the observation above, the gene set enrichment analysis (GSEA) revealed negative enrichment for the gene signature associated with leukemia stem cell as well as hematopoietic stem cell and progenitor, and positive enrichment for the gene signature associated with apoptosis and myeloid differentiation in Tan I-treated NB4 cells (**Figure 4B-E, Figure S3A-B**), and the representative gene expression was validated by qPCR assay (**Figure 4F**). 

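Figure 4G names 34 human genes, the number in the paper's text, while its legend states a different number for the heatmaps. All 34 are in the deposited NB4 table. Of these, 22 were higher and 12 were lower in Tan I than in DMSO, each in the direction of the heatmap. For 32 of the 34 genes, the Tan I libraries lay apart from the DMSO libraries; CCDC80 and MGST1 overlapped. Of the 33 genes with a mean of at least 10, limma called 0 with adjustment over all genes tested and 33 when adjusted over the list alone. This list was selected by the study on these libraries, so neither the separation of the groups nor the second count is independent evidence. Without DMSO replicate 3, the count adjusted over the list alone fell from 33 to 2. The log2 fold changes of the 21 up-regulated genes tested ran from 0.26 for LONRF1 to 1.66 for CYP1A1, and those of the 12 down-regulated genes from -1.26 for CLDN5 to -0.36 for FBXO41. CYP1A1 rose from 1372 ± 373 to 4303 ± 1041 normalized counts, and EPX fell from 2728 ± 169 to 1470 ± 183 (SD, n = 3 each). AQP8 had 2, 3 and 3 reads in the DMSO libraries and 8, 9 and 9 in the Tan I libraries, too few for a fold change. In the authors' deposited table, all 34 genes have an unadjusted p-value of at most 0.05, and 4 of them have an adjusted p-value of at most 0.05.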

In the differentially expressed genes of the NB4 cells and the *c-myb*^hyper^ fish embryos, there were 34/37 (three of the human genes have two homologs each in zebrafish) overlapped genes between human cells and zebrafish (**Figure 4A**). Among these genes, two of them caught our attention, *MMP9* and *ABCG2,* whose ectopic expression were reported to result in the defects in hematopoiesis 40-43, were both up-regulated by Tan I treatment (**Figure 4G-H, Figure S3C**). 

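MMP9 (ENSG00000100985) lies on chromosome 20 of GRCh38 from 46008908 to 46016561 on the + strand, and its canonical transcript in GENCODE release 44 has 13 exons. An annotated antisense gene, SLC12A5-AS1, overlaps it. MMP9 had 687 ± 64.2 normalized counts in DMSO and 1036 ± 171 in Tan I (SD, n = 3 each), from 668, 780 and 879 reads in the DMSO libraries and 888, 978 and 907 in the Tan I libraries. Its log2 fold change was 0.58 (95% confidence interval 0.22 to 0.95) with a standard error of 0.15 and an adjusted p of 0.999 from limma. ABCG2 (ENSG00000118777) lies on chromosome 4 from 88090150 to 88231628 on the - strand, with 16 exons in its canonical transcript. ABCG2 was expressed at a low level, with 11, 15 and 19 reads in the DMSO libraries and 29, 19 and 30 in the Tan I libraries. These correspond to 13.2 ± 2.54 and 29.5 ± 10.0 normalized counts (SD, n = 3 each), and the log2 fold change was 1.07 (95% confidence interval 0.21 to 1.93) with a standard error of 0.37 and an adjusted p of 0.999 from the same test. Both genes were among the 408 that limma called without adjustment. For each gene, all Tan I libraries lay above all DMSO libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In the authors' deposited table, MMP9 has a log2 fold change of 0.59 with an unadjusted p of 0.00154 and an adjusted p of 0.695. The authors' deposited table gives ABCG2 a log2 fold change of 1.15 with an unadjusted p of 0.0219 and an adjusted p of 1.00. Over the alternatives, the log2 fold change stayed between 0.46 and 0.70 for MMP9 and between 0.74 and 1.31 for ABCG2. With the first principal component as a covariate, an alternative chosen after seeing the data, the adjusted p from limma was 0.00375 for MMP9 and 0.175 for ABCG2.

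**Figure D3:**
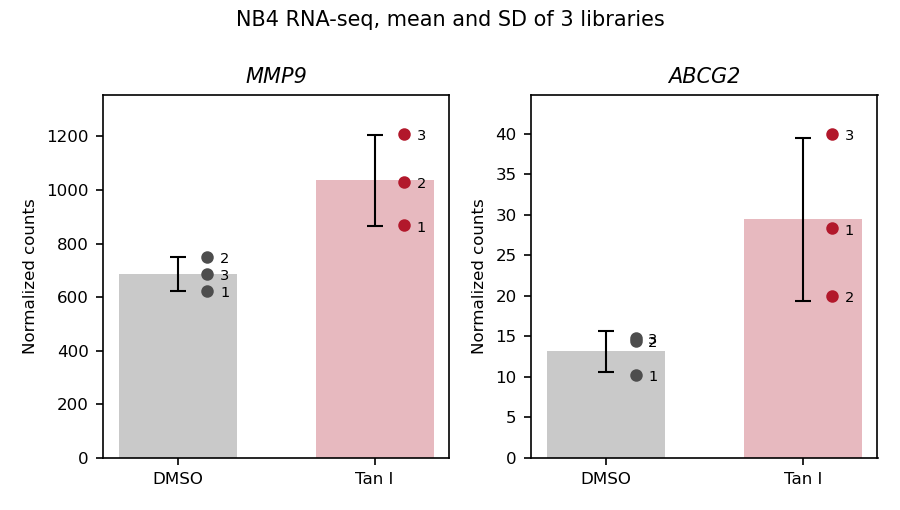
Normalized counts (y axis) of MMP9 and ABCG2 by treatment in NB4 cells; bars show the mean, error bars the SD, and points the 3 numbered libraries of each group. MMP9 averages 687 in DMSO and 1036 in Tan I, and ABCG2 averages 13.2 and 29.5.

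The paper singles out these genes as up-regulated by Tan I and notes that their ectopic expression had been reported to cause hematopoietic defects.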

Interestingly, both of them were under the regulation of EZH2 through the histone H3K27 methylation 40,44. Therefore, we hypothesized that the inhibitory function of Tan I on hematopoiesis might work through epigenetic mechanisms, possibly by regulating histone methylation. To test this hypothesis, we measured the histone H3K4, H3K9, H3K36 and H3K27 methylation levels in zebrafish embryos after Tan I treatment by western blotting. We found that compared to DMSO, Tan I treatment led to a significant decrease of the H3K27me3, H3K27me2 also was slightly reduced by Tan I treatment, but there was no noticeable change in other histone methylations (**Figure S4 and Figure 5A-B**). Importantly, we also found that Tan I had no impact on EZH2 RNA and protein expression levels (**Figure S3C-D**).

Histone H3K27me3 is mainly regulated by the PRC2 complex in which EZH2 is the main catalytic subunit. To test whether the decrease of H3K27me3 level caused by Tan I was due to the direct inhibition on EZH2, we carried out surface plasmon resonance (SPR) assay and found that the Tan I could directly bind to EZH2 protein fixed on the surface of the sensor chip and this binding follows a concentration-dependent manner (**Figure 5C-D**). We determined the K_D_ of Tan I binding to be 29.379 μM, which was consistent with the concentration range we employed in the *in vitro* and* in vivo* experiments. Compared to EPZ6438 (a reported EZH2 inhibitor), Tan I showed more strongly binding to EZH2 (**Figure S5A**). Meanwhile, we also tested whether Tan I can bind to the EED or SUZ12 protein (another component of PRC2 complex). Interestingly, SPR assay showed that Tan I binds with a much higher affinity (29 μM) (**Figure 5C**) to zEZH2 than to human EED (hEED) and hardly binds to zSUZ12 proteins, because the K_D_ of Tan I binding to hEED is 94.475 μM (**Figure S5B**), while zSUZ12a and zSUZ12b are 1518 μM and 762 μM (**Figure S5C-E**). These results suggested that Tan I could directly bind to PRC2 complex, but have higher affinity to EZH2 protein.

To further verify whether this binding resulted in inhibition of the histone enzymatic activity of the PRC2 complex, *in vitro* methyltransferase assay was performed. The recombinant PRC2 complex displayed the substrate specificity for histone H3K27 but not H3K36. Independent of the EZH2 protein level, 5 μM Tan I was sufficient to block PRC2-mediated methylation on H3K27 using H3.3 *in vitro* (**Figure 5E-F**). Similar results were presented that 10 μM Tan I could strongly block PRC2-mediated methylation on H3K27me3 using HeLa core histones *in vitro* (**Figure S5F**). Together, these results illustrated that Tan I was a bona fide inhibitor of the PRC2 complex by directly binding to EZH2, which is consistent with the results from previous report 45.

### Tan I inhibits malignant hematopoiesis through the inhibition of EZH2 activity and up regulation of EZH2 downstream genes *MMP9* and *ABCG2*

EZH2 is a histone H3K27-specific methyltransferase. Tan I could directly bind to EZH2 and inhibit EZH2-mediated methylation of H3K27, we expected that the H3K27me3 level at the regulatory regions of direct target genes would decrease after Tan I treatment. As expected, GSEA revealed a negative enrichment for the gene signatures associated with the H3K27me3 in Tan I-treated NB4 cells (**Figure 6A**). Besides, GSEA exhibited enrichment of EZH2-bound targets in Tan I-treated NB4 cells (**Figure 6B**). The above results suggested that the up-regulation of *MMP9* and *ABCG2* by Tan I treatment might be due to the decrease of the PRC2 mediated H3K27me3 methylation. To validate this hypothesis, we performed Chromatin Immunoprecipitation-qPCR (ChIP-qPCR) assay both in the NB4 cell line and in the *c-myb*^hyper^ zebrafish embryos. We found that Tan I treatment significantly reduced the H3K27me3 level at the regulatory regions of both *MMP9* and *ABCG2* in the NB4 cells. Interestingly, the EZH2 binding of these regions was increased upon Tan I treatment. This increase could be explained by a feedback compensation of the H3K27me3 reduction (**Figure 6C-J**). A similar result was also observed in zebrafish. Tan I treatment led to a significant decrease of H3K27me3 level in both the *mmp9* and *abcg2d* regulatory regions (**Figure 6K-P**).

To further investigate whether the hematopoietic inhibition of Tan I was through inhibition of EZH2 and its downstream genes *mmp9* and *abcg2*, we firstly used a previously reported heat-shock promotor driven *ezh2* overexpression transgenic zebrafish (*Tg(hsp70l:ezh2:CG)*) 25 to rescue the phenotype induced by Tan I. We found that after heat shock for 1 h at 37 ºC, the *c-myb* GFP^+^ cell number of most (2/3) Tan I-treated embryo can be recovered (**Figure 7A**). In addition, as the expression of *mmp9* and *abcg2d* are up-regulated by Tan I treatment, knockdown of those two genes may rescue the Tan I induced a decrease of *c-myb* GFP^+^ cells. To validate this hypothesis, we injected *mmp9* and *abcg2d* morpholino separately or together into the *c-myb*^hyper^ zebrafish embryos, and then treat them with 60 μM of Tan I. We found that knockdown of *mmp9* and *abcg2d* can partially rescue the *c-myb* GFP^+^ cell number (**Figure 7B**). We also used the inhibitors of these two genes to rescue the Tan I induced phenotype, although the inhibitors can somehow rescue the decreasing of *c-myb* GFP^+^ cell number induced by the treatment of Tan I at 30 μM (**Figure S6**), they were not adequate to rescue the Tan I induced phenotypes at 60 μM.

To investigate the function of *MMP9* and *ABCG2* in human leukemia cells, we overexpressed these two genes in the NB4 cells. The overexpression of both genes leads to increased apoptosis of the NB4 cells, interestingly, *ABCG2* overexpression can induce the myeloid differentiation of NB4 cells, but *MMP9* overexpression cannot (**Figure 7C-H**), suggesting that *ABCG2* may also be involved in other signaling pathway to restrict malignant myelopoiesis.

## Discussion

Although Tanshinones' anti-cancer activities have been shown before 18, the unclear mechanisms of the pharmacodynamics limit their clinical applications. Here we demonstrated that Tan I, one of the major Tanshinones, is a novel EZH2 inhibitor, and could repress both normal and malignant hematopoiesis *in vitro* and *in vivo*.

EZH2 is a key modulator of the balance between HSC self-renewal and differentiation. We found that normal hematopoiesis is severely affected in Tan I-treated zebrafish embryos, as evidenced by the reduction of the numbers of HSPCs and myeloid cells in zebrafish. Our results are consistent with a previous study that that Ezh2-deficient mice lead to insufficient expansion of HSPCs in fetal liver 4. In addition to its involvement in normal hematopoiesis, EZH2 as either an oncogene or tumor suppressor in various hematological malignancies 46, 47. It acts as a tumor suppressor in MDS and T-cell acute lymphoblastic leukemia (T-ALL), while also acts as an oncogene in AML and diffuse large B-cell lymphomas (DLBCL) 47. In DLBCL, EZH2 inhibition induces B-cell differentiation and maturation by promoting BLIMP1 expression 48, 49. Moreover, EZH2 inhibition reduces leukemia stem cells and enhances myeloid differentiation in AML 50. Consistently, we found that Tan I treatment restricts the transcriptional program of leukemia stem cell and promotes myeloid differentiation in AML cells. These observations implicate the existence of complex and diverse function of EZH2 on stem cell self-renewal, differentiation and proliferation, whose dysregulation contributes to the carcinogenesis in a cancer cell type-dependent manner.

We found that Tan I treatment could inhibit the definitive hematopoiesis of zebrafish but had no effect on primitive hematopoiesis, there was no obvious change of the overall morphology and vasculature either. These results indicated that, at least in the zebrafish embryo, the phenotypes induced by the Tan I treatment was specifically restricted in the hematopoietic system. Then we tested the therapeutic function of Tan I using published hematopoietic malignant zebrafish models, human leukemia cell lines and zebrafish xenograft models. All these studies showed that Tan I could effectively inhibit malignant hematopoiesis and leukemia cell growth. Mechanistic studies showed that Tan I treatment resulted in the up-regulation of *MMP9* and *ABCG2*, two genes that were reported to be associated with hematopoiesis and under the regulation of EZH2. Importantly, we found that Tan I could directly bind to EZH2 and inhibit PRC2 complex activity, and the global H3K27me3 of zebrafish dramatically reduces after Tan I treatment. In addition, the phenotypes induced by Tan I could be partially rescued by both up-regulation of EZH2 and down-regulation of *mmp9* and *abcg2* in zebrafish. We also demonstrated that overexpression of *MMP9* and *ABCG2* in the leukemia cell line could induce apoptosis and differentiation, indicating that these two genes could be potential targets for AML therapy.

Epigenetic regulations are dynamic and reversible processes that are critical in the establishment of normal cellular and developmental program, and aberrant epigenetic changes can lead to various human diseases like cancers 51. EZH2 is one of the most important epigenetic regulators which has been shown to be involved in multiple types of cancer. EZH2 inhibitors have drawn great attention to pharmaceutical research 3. Our work showed that targeting EZH2 can effectively suppress leukemia cell growth both *in vitro* and *in vivo*, but at the same time, we also notice that it has negative impacts on physiological functions such as normal hematopoiesis. This suggests that in the clinical application, the use of the EZH2 inhibitor should be carefully controlled and monitored, especially paying attention to its side effects on the hematopoietic system.

Tanshinone is one of the many ingredients from the valuable traditional Chinese herbs library, its therapeutic function has long been recognized. Our work utilized cell lines and animal models to elucidate the mechanisms of its pharmacological function. Our findings would provide information for better clinical application of Tanshinone I. However, there are remaining questions such as what is the binding site of Tan I to EZH2 protein, how the specificity of this binding is achieved, what are the differences and similarities between different Tanshinones as their chemical structural formula are similar, and is Tan I effective in other types of cancer cells? Further studies are still needed to address those questions.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
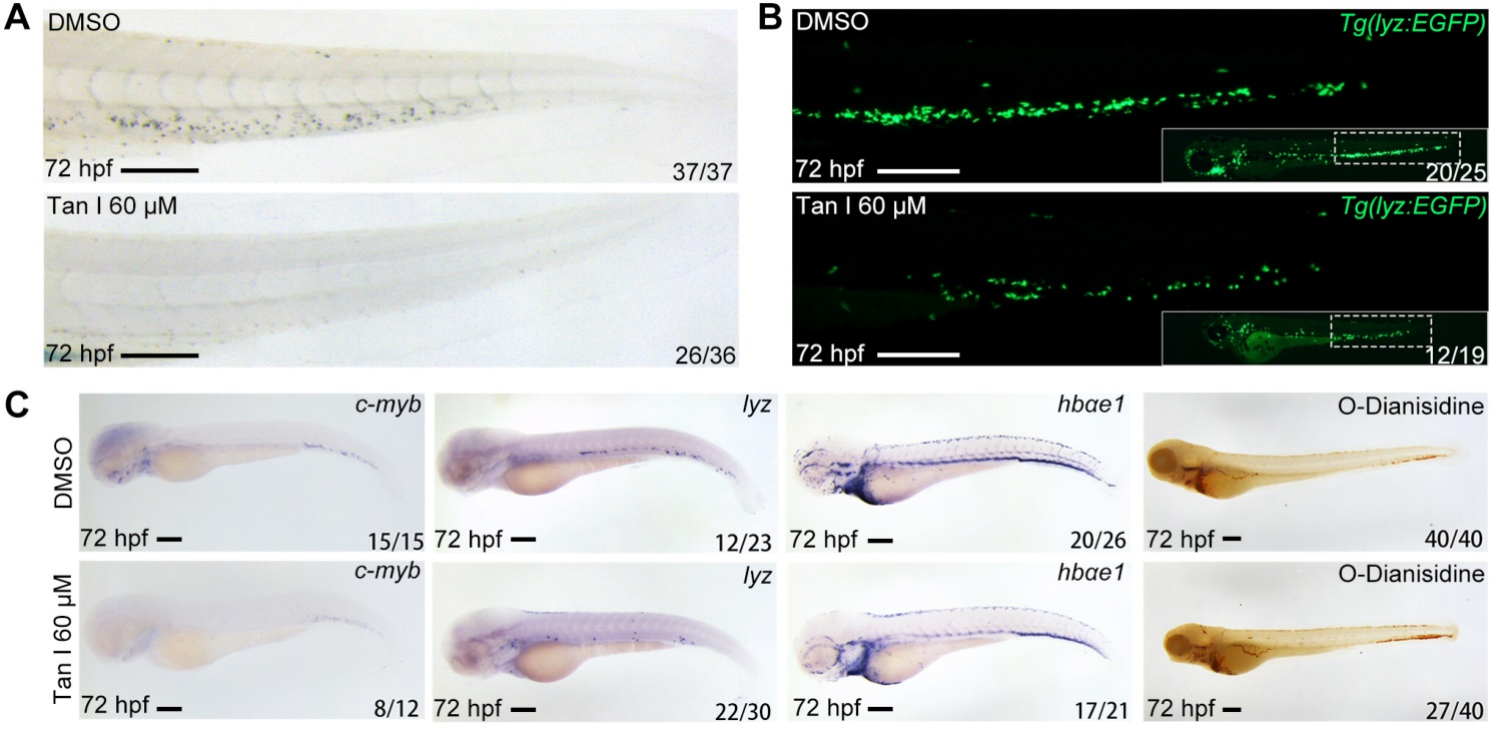
** Tan I treatment leads to a decrease of definitive hematopoiesis in zebrafish.** (**A**) Sudan Black staining of Caudal hematopoietic tissue (CHT) regions of the DMSO or Tan I treated embryos at 72 hpf. (**B**) Fluorescent images of CHT regions (the framed region of whole embryos in the right bottom) of the Tg*(lyz:EGFP)* zebrafish embryos at 72 hpf treated with DMSO or Tan I. (**C**) Images of the embryos treated with DMSO or Tan I WISH analyzed with *c-myb*, *lyz*, *hbαe1* probes or stained with O-Dianisidine. Scale bars: 200 µm.

**Figure 2:**
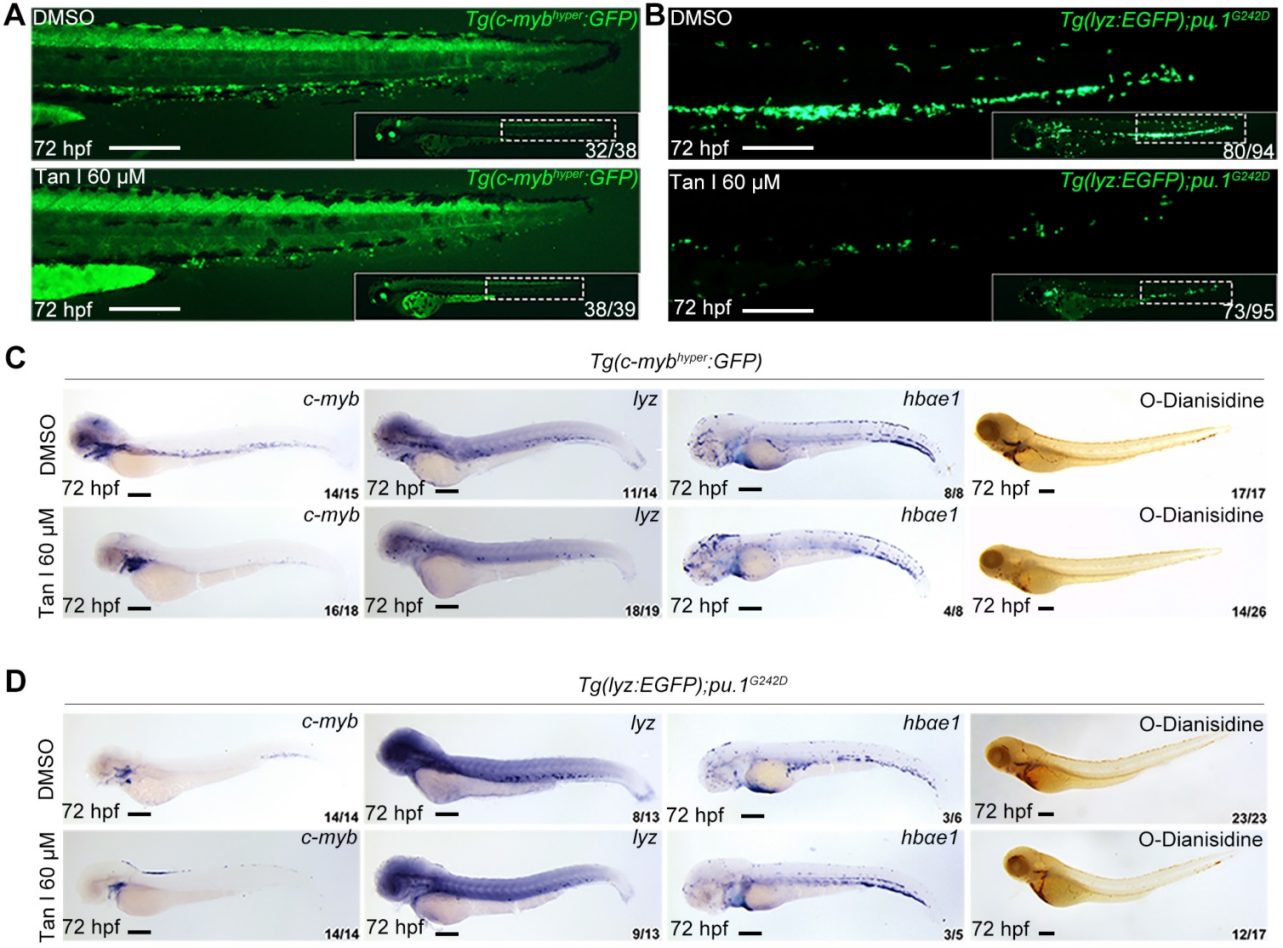
** Tan I treatment can inhibit the expanded myelopoiesis in *c-myb* hyperactive and *pu.1*^G242D^ zebrafish.** (**A**) Fluorescent images of *Tg(c-myb^hyper^:GFP)* zebrafish embryos with DMSO or Tan I treatments. (**B**) Fluorescent images of *Tg(lyz:EGFP);pu.1^G242D^* zebrafish embryos treated with DMSO or Tan I. (**C**) Images of *Tg(c-myb^hyper^:GFP)* embryos treated with DMSO or Tan I by -*c-myb*, *lyz*, and *hbαe1* WISH and O-dianisidine staining. (**D**) Images of *Tg(lyz:EGFP);pu.1^G242D^* embryos treated with DMSO or Tan I evaluated by *c-myb*, *lyz*, and *hbαe1* WISH or O-dianisidine staining. All treatments were continuously starting from 30 hpf. Embryos in all images were at 72 hpf of development. Scale bars: 200 µm.

**Figure 3:**
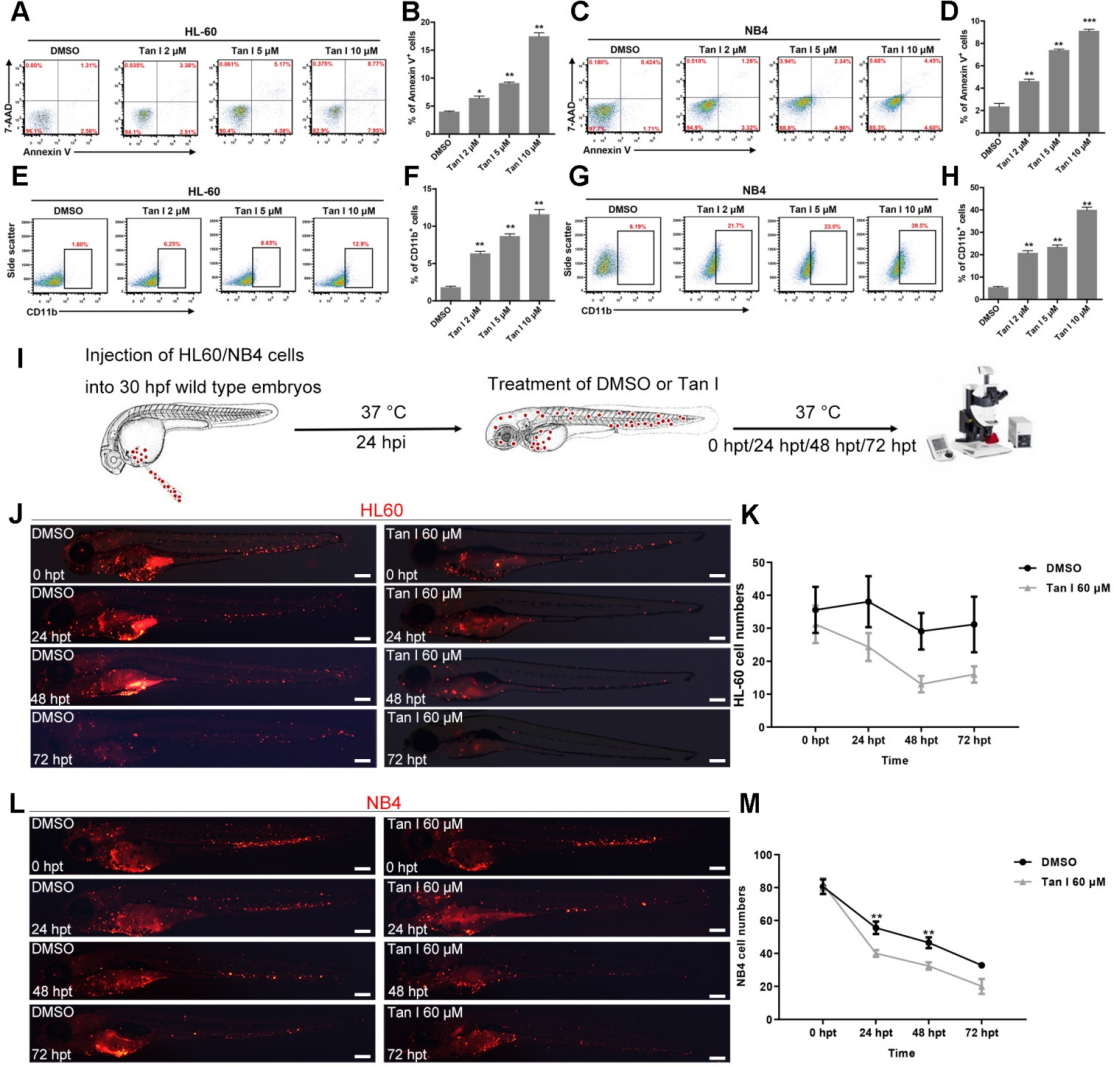
** Tan I inhibits the proliferation of human leukemia cell lines *in vitro* and in the zebrafish xenograft model.** (**A-D**) Flow cytometric analyses of Annexin V and 7-AAD staining after treatments of HL-60 (A, B) or NB4 (C, D) cells with DMSO or the indicated concentrations of Tan I for 3 days. (**E-H**) Flow cytometric analyses of CD11b expression after treatments of HL-60 (E, F) or NB4 (G, H) cells with DMSO or the indicated concentrations of Tan I for 3 days. (**I**) Cartoon illustrating steps of the embryonic zebrafish xenograft assay, hpi (hours post-injection), hpt (hours post-treatment). (**J**) Fluorescent images of HL-60-cell grafted zebrafish embryos at indicated times post transplantation with DMSO or Tan I treatments. (**K**) Statistic analysis of HL-60 cell number in the CHT regions of images in panel J, Error bars represent standard error of means (SEM). (**L**) Fluorescent images of NB4-cell grafted zebrafish embryos at indicated times post transplantation with DMSO or Tan I treatments. (**M**) Statistic analysis of NB4 cell number in the CHT regions of embryos shown in panel L, Error bars represent standard error of means (SEM). Scale bars: 200 µm.\

**Figure 4:**
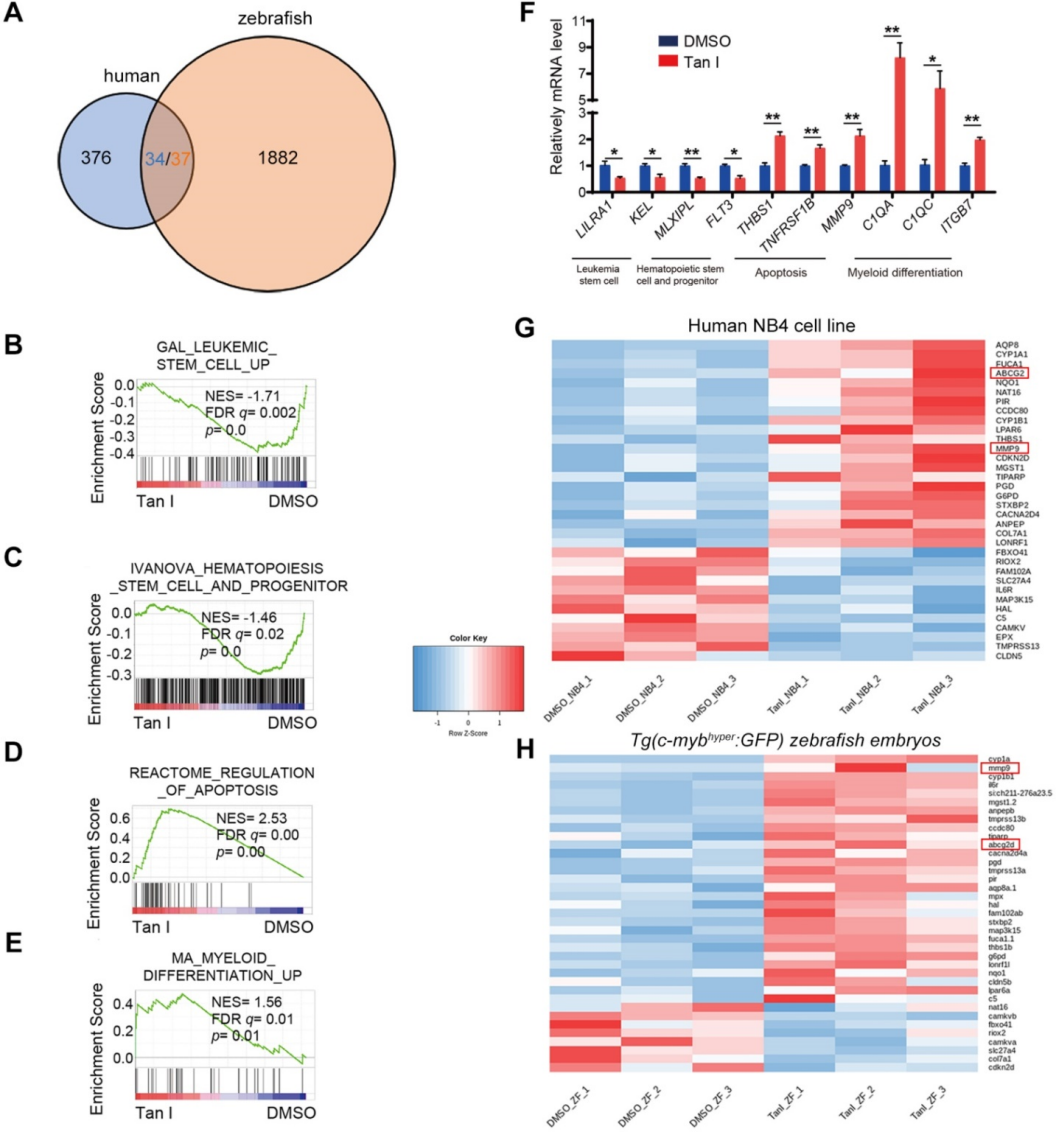
** Transcriptomic analysis of Tan I-treated human leukemia cell line and zebrafish.** (**A**) Venn diagram showing the numbers of differentially expressed genes between DMSO and Tan I treated NB4 cell (blue) or* Tg(c-myb^hyper^:GFP)* zebrafish (orange), the overlapped gene number also shown (three of the human genes have two homologs each in zebrafish). (**B-E**) GSEA (Gene Set Enrichment Analysis) of the expressing profile of NB4 cells treated with DMSO or Tan I using a leukemia stem cell-associated upregulated signature (B), a hematopoietic stem cell and progenitor-associated signature (C), an apoptosis-associated signature (D) and a myeloid differentiation-associated upregulated signature (E). (**F**) RT-qPCR assay on the mRNA levels of a number of genes after treatments of NB4 cells with DMSO or 10 µM Tan I for 3 days. (**G-H**) Heatmap of 36 differentially expressed genes between DMSO and Tan I treatment in both human NB4 cell (G) and *Tg(c-myb^hyper^:GFP)* zebrafish (H).

**Figure 5:**
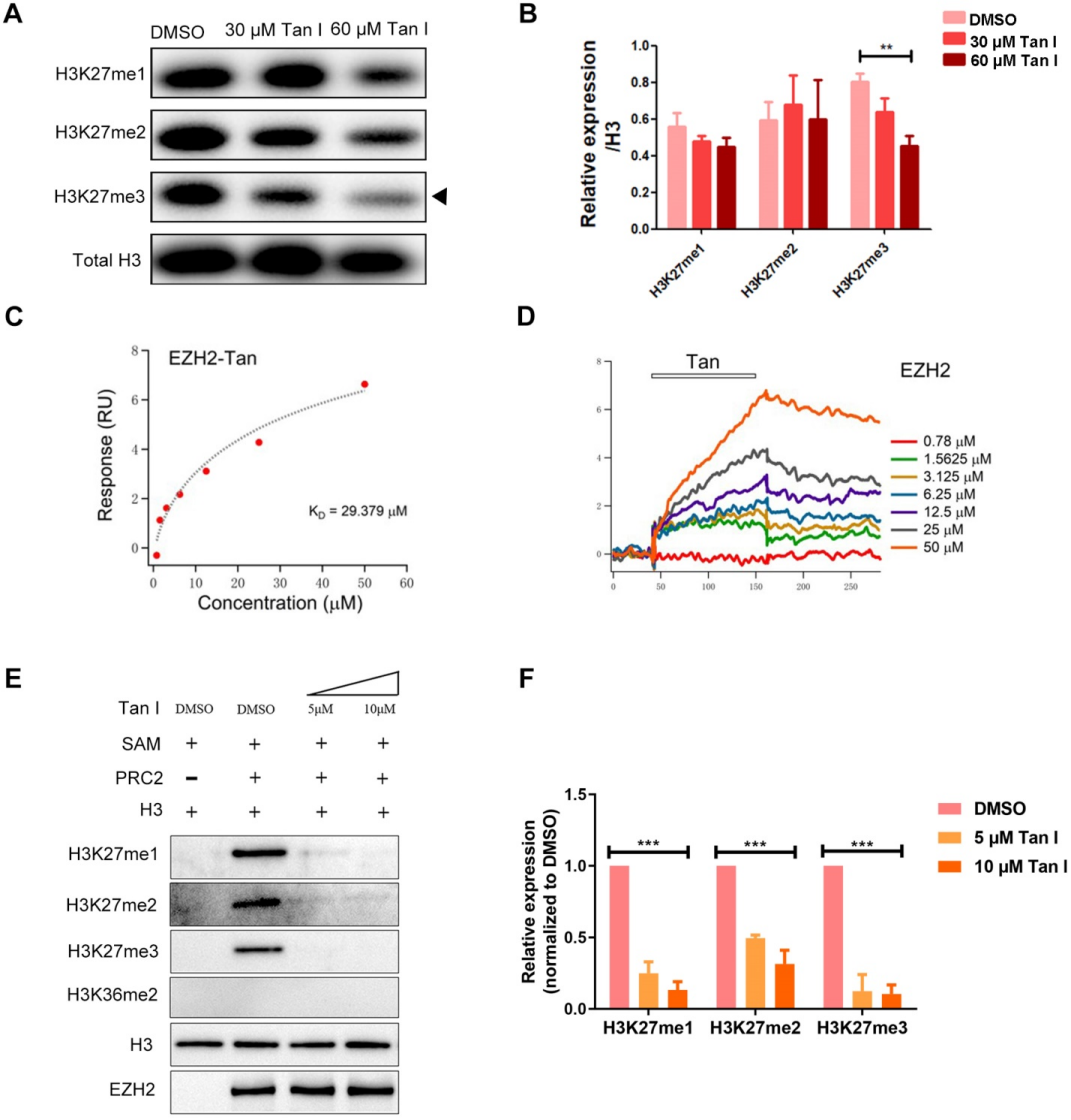
** Tan I binds to EZH2 directly and inhibit PCR2 enzyme activity.** (**A-B**) *c-myb^hyper^* zebrafish embryos were treated with DMSO or indicated concentrations of Tan I. The histone H3K27me1, me2, me3 levels were measured by western blotting, total histone H3 was used as the control. (B) is the quantification of the western blotting. (**C-D**) SPR analysis of the binding between EZH2 and Tan I at different concentrations. The open bar in (D) indicated the duration of Tan I perfusion in SPR. (**E-F**) *In vitro* inhibition of PRC2 complex activities by Tan I. In detail, the indicated proteins (0.28 μg of the PRC2 complex and 0.2 µg of histone H3) were mixed with Tan I and SAM. The reaction products were separated by 15% SDS-PAGE and analyzed by western blotting using antibodies against histone H3K27me1, me2, me3, H3K36me2, histone H3, and EZH2.

**Figure 6:**
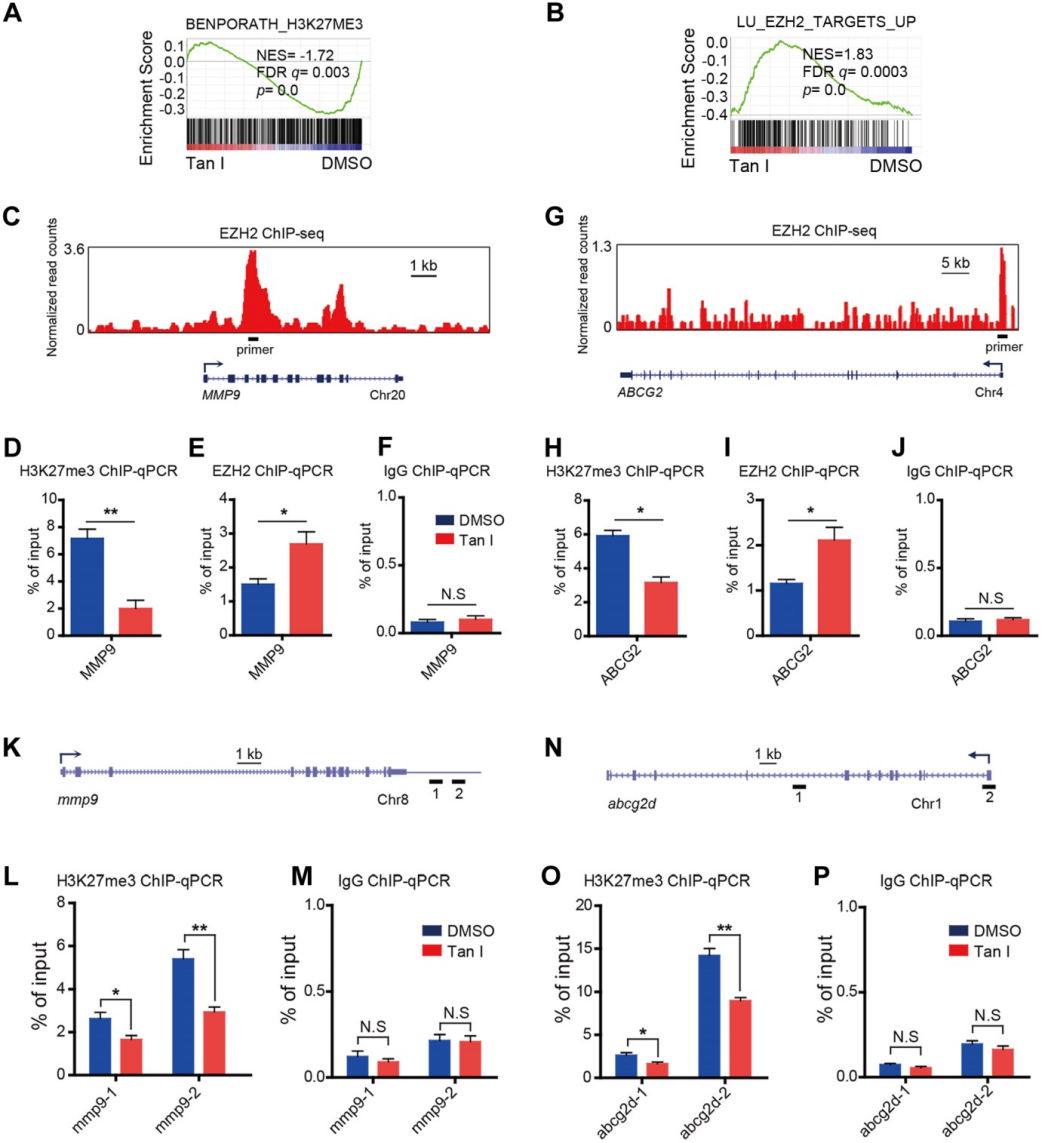
** Tan I affects the H3K27me3 modifications at the regulatory regions of the EZH2 downstream genes. (A-B)** GSEA of the expression profile of NB4 cells treated with DMSO or Tan I using a histone H3K27me3-associated signature “BENPORATH_H3K27ME3” (A) and an EZH2 target genes-associated signature “LU_EZH2_TARGETS_UP (M2139)” (B). (**C**) Genome browser track representing the binding sites of EZH2 at *MMP9* gene locus in human LNCaP cells. (**D-F**) ChIP-qPCR assay of H3K27me3 (D), EZH2 (E) or IgG (F) occupancy at *MMP9* gene locus in NB4 cells treated with DMSO or 10 µM Tan I for 3 days. (**G**) Genome browser track representing the binding sites of EZH2 at *ABCG2* gene locus in human LNCaP cells. (**H-J**) ChIP-qPCR assay of H3K27me3 (H), EZH2 (I) or IgG (J) occupancy at the *ABCG2* gene locus in NB4 cells treated with DMSO or 10 µM Tan I for 3 days. (**K**) Horizontal lines with Arabic numeral 1 to 2 indicate the regions at the *mmp9* gene locus amplified by qPCR in zebrafish ChIP assay. (**L-M**) ChIP-qPCR assay for H3K27me3 (L) or IgG (M) occupancy at the *mmp9* gene locus in zebrafish embryos treated with DMSO or 60 µM Tan I for 3 days. (**N**) Horizontal lines with Arabic numeral 1 to 2 indicate the regions at the *abcg2d* gene locus amplified by qPCR in zebrafish ChIP assay. (**O-P**) ChIP-qPCR assay for H3K27me3 (O) or IgG (P) occupancy at the *abcg2d* gene locus in zebrafish embryos treated with DMSO or 60 µM Tan I for 3 days. Data are presented as the mean ± SEM. *p < 0.05, **p < 0.01. All results are from three independent experiments.

**Figure 7:**
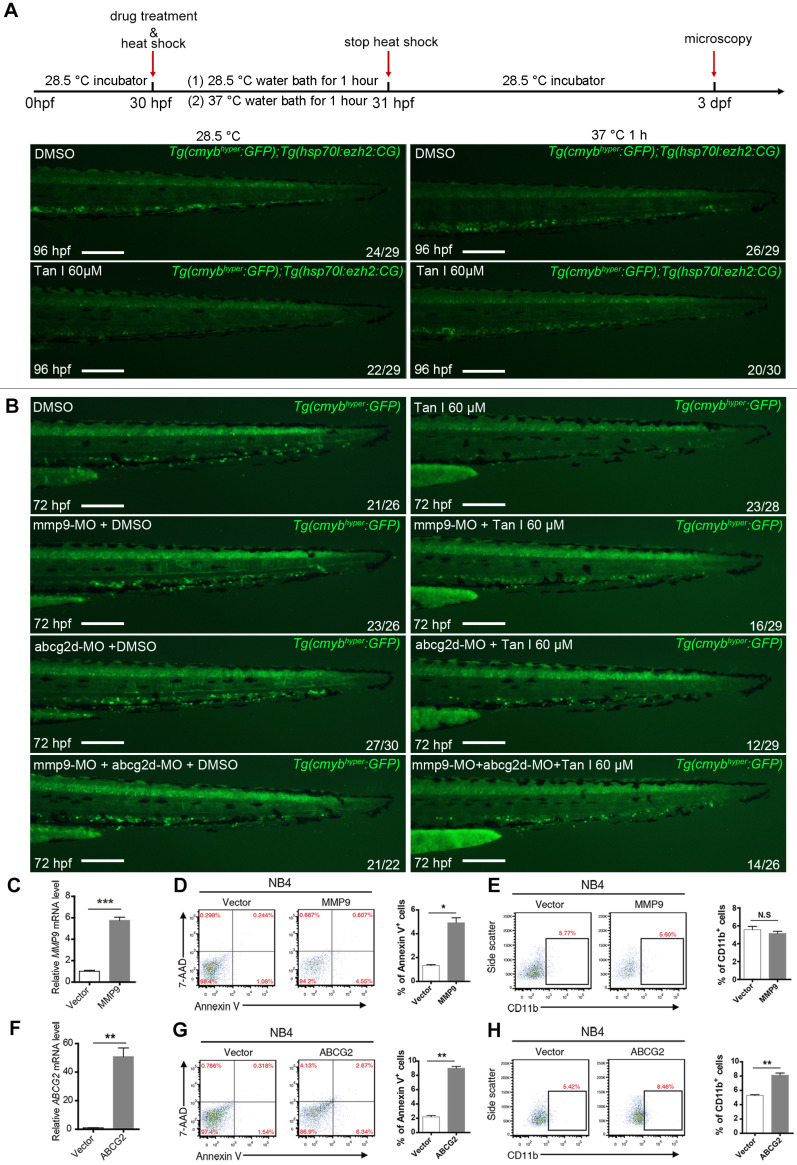
** Rescue experiment in zebrafish and overexpression experiment in the human leukemia cell line by *ezh2* or its downstream genes *mmp9* or *abcg2*.** (**A**) Rescue Tan I induced phenotype by overexpression of *ezh2* in the zebrafish embryo. Fluorescent images of *c-myb* GFP^+^ cells in *Tg(c-myb^hyper^:GFP) and Tg(hsp70l:ezh2:CG)* double transgenic zebrafish embryos, with DMSO or Tan I treatments and with or without a 37 ºC heat shock for 1h, as indicated. dpf (days post-fertilization) (**B**) Rescue Tan I induced phenotype by knockdown of *mmp9* and *abcg2* in the zebrafish embryo. Fluorescent images of *c-myb* GFP^+^ cells in *Tg(c-myb^hyper^:GFP)* transgenic zebrafish embryos. As indicated, *mmp9* and *abcg2d* morpholino was injected separately or together in DMSO or Tan I treated embryos. (**C-E**) Overexpression *MMP9* in NB4 cells. RT-qPCR analyses of *MMP9* mRNA level on the established NB4 cells transduced with an empty vector or *MMP9*-expressing vector (C). Flow cytometric analyses of Annexin V/7-AAD staining (D) and CD11b expression (E) in control or *MMP9*-overexpressed NB4 cells; (**F-H**) Overexpression of *ABCG2* in NB4 cells. RT-qPCR analyses of *ABCG2* mRNA level on the established NB4 cells transduced with empty vector or *ABCG2*-expressing vector (F). Flow cytometric analyses of Annexin V/7-AAD staining (G) and CD11b expression (H) in control or *ABCG2*-overexpressed NB4 cells. Scale bars: 200 µm.

How the deposited data were processed for this re-analysis (not part of the article)

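Gene expression was measured by RNA-seq in NB4 cells after 3 days with DMSO alone or with Tan I at 10 μM, with 3 libraries per group. Groups and replicate numbers were taken from the sample labels and the study's methods and figure legends. According to the methods, the authors aligned the reads to GRCh38 with STAR, removed reads mapping to several locations, counted reads per gene with featureCounts and tested differential expression with DESeq2; versions and the annotation release are not named in the paper's text. The authors deposited 1 table of 18625 genes. As deposited by the authors, its per-library signal values are read counts normalized by dividing them by one size factor per library, in normalized counts. The deposited table also holds the authors' own comparison: a log2 fold change of Tan I over DMSO with its standard error, a Wald score, and an unadjusted and an adjusted p-value. The mean column of the authors equals the mean of the 6 libraries for every gene. No other per-sample column was present.

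In each library 100% of the deposited values were whole multiples of the smallest nonzero value, and the recovered size factors ran from 0.750 in Tan I replicate 3 to 1.28 in DMSO replicate 3. The recovered reads on the listed genes ranged from 25356503 to 31679138 in DMSO (median 27282579) and from 21502760 to 24298627 in Tan I (median 24250439).

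The main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with the mean-variance trend) on log2(normalized count + 1), with treatment as the only term, for the 16887 genes with a mean of at least 10 over the 6 libraries. This filter left out 1738 genes. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. Both the unadjusted and the adjusted p-value were counted at 0.05 together with an absolute log2 fold change of at least 0.25. Single genes were also compared with an exact two-sided permutation test of the difference in mean log2 values, for which the smallest p is 0.1. The tests, the gene lists and the alternatives were written before the deposited values were examined, except for the later additions listed below and the variance trend of camera, which was not settled then. Also excepted are the tests on other splits of the libraries and of the first principal component scores against the treatment. The correlations between libraries with the same replicate number were likewise chosen after the results were seen. The genes named in the text were set by a rule: each gene named in Figure 4F or Figure 4G, EZH2, and the 5 largest rises and falls with an adjusted p-value of at most 0.05. With 0 such genes in limma, the last part of the rule selected none; any other gene outside a list was chosen after its values were seen and is marked so.

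Gene lists were tested with limma's camera at its preset inter-gene correlation of 0.01, adjusted over 8 lists written from general knowledge: targets of the aryl hydrocarbon receptor (AHR), targets of NRF2, proteasome subunits, PRC2 subunits, developmental regulators, cell cycle genes, cholesterol synthesis genes and neutrophil genes. Some of these were thought of after Figure 4G had been seen. They are not the gene sets of the study's GSEA, which were not used here. Where a symbol stood on more than 1 row, the row whose Ensembl identifier GENCODE release 44 pairs with it was used.

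The alternatives were pseudocounts of 0.1 and 10, no filter on low values, a mean of at least 50, quantile normalization, rescaling of each library to the same total, eBayes without the trend, edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0 (Wald test) on the recovered reads, the replicate number as a block, each library left out in turn, and a larger fold threshold of 1. For the gene lists they were an estimated inter-gene correlation, fry, and leaving out genes of Figure 4G. DESeq2 gave no adjusted p-value for 1965 of the genes tested, and these stayed out of its counts. Added after seeing the data were DESeq2 on the recovered reads of all listed genes, which was run when the data were first looked at, camera with a variance trend, a correction of each library for transcript length and GC content (natural splines with 5 degrees of freedom each, 16825 genes with GENCODE release 44 values) and the score on the first principal component of all genes tested as a covariate, also together with fry and with an estimated correlation. Camera was first run with its variance trend switched on, and its results were seen, before it was set to its default without the trend; the results with the trend are given among the alternatives. Gene positions were taken from GENCODE release 44 on GRCh38, and 99.6% of the identifiers in the table were found in it.

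The tests were run on simulated reads of the 16887 genes, drawn with the libraries' means, size factors and estimated dispersions and with 200 genes, drawn from those with a mean of at least 50, changed by a log2 fold change of 1 or 2 in either direction. Without a library gradient, limma recovered 98.5% of the changed genes, edgeR 99.0% and DESeq2 98.5%. With a gradient of the size seen in these libraries, limma recovered 57.5%, edgeR 54.0% and DESeq2 86.0%, and limma with the first component as a covariate recovered 99.0%, with 9.59% of its calls among unchanged genes. That covariate fails where no such gradient is present: only 0.5% were recovered. Of 100 random lists of 30 genes, camera gave an unadjusted p-value of at most 0.05 to 0 and fry to 5 without the gradient, and 0 and 2 with it. Apart from the gradient, the simulated genes varied independently, and the lists were drawn at random. The error rate of camera on the real lists, whose genes may vary together, is therefore not shown by this. For proteasome subunits, DMSO replicates 1 and 3 with Tan I replicate 1 against the rest gave an unadjusted camera p-value of 2.15e-06. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.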

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

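Of the tests in this part, those with the first principal component as a covariate, those on transcript length and GC content, those on other splits of the libraries and those on single genes were chosen only after the results were seen. The paper discusses Figures 4F and 4G and its GSEA signatures. The results below concern other genes, or gene lists not used in the paper, that were higher in Tan I than in DMSO on average; for some lists the libraries of the groups overlapped.

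In all, 5 genes outside those figures had an adjusted p-value of at most 0.05 and a positive fold change in the authors' deposited table, and were chosen here after their values were seen. Their log2 fold changes in limma were 0.70 for MMP25, 1.64 for IL32, 0.86 for PANX2, 0.69 for HDC and 0.83 for AL390719.1, each with an adjusted p of 0.999 and with all 3 Tan I libraries above all 3 DMSO libraries (exact permutation test, p = 0.1). Over their alternatives, the adjusted p-values reached down to 0.000941 for MMP25, 1.07e-07 for IL32, 0.00115 for PANX2, 0.000769 for HDC and 1.97e-05 for AL390719.1. For each gene only 3 of 19 alternatives gave an adjusted p of at most 0.05. These were both DESeq2 fits and limma with the first principal component as a covariate. IL32 rose from 1018 ± 410 to 3154 ± 1078 normalized counts, and HDC from 10440 ± 1014 to 16874 ± 1880 (SD, n = 3 each). Low counts are argued against, since the lowest mean of the 5 genes was 357 normalized counts, for AL390719.1. Transcript length and GC content are argued against as well: after correcting each library for both, the log2 fold changes were at least 0.941 times those before. With the first principal component as a covariate, 5 of the 5 genes had an adjusted p-value of at most 0.05 in limma. The genes were picked for a difference between the groups in these same libraries, and that component did not separate the groups. The test could therefore hardly have failed, and it adds little against the library gradient. An effect of the treatment stays open, as does the origin of the reads for AL390719.1, annotated as a transcribed pseudogene, and for MMP25, which overlaps the antisense gene MMP25-AS1.

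Targets of AHR, the receptor that induces CYP1A1, rose in Tan I, with a median log2 fold change of 0.50 over 7 genes and 6 of 7 higher (camera, adjusted p = 1.09e-06 over 8 lists). The mean of the list was higher in each of the 3 Tan I libraries than in any DMSO library. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave a camera p-value as small, namely the real one, and with 10 splits no smaller share can be had. The gradient between libraries is argued against as the whole cause by camera with the first component as a covariate (adjusted p = 4.67e-06; 0.000586 with fry and 0.0642 with an estimated correlation), and transcript length and GC content by camera after correction (adjusted p = 8.47e-07). The result rests on genes shown in Figure 4G, which the study picked from these libraries: 4 of the 7 are among them (CYP1A1, CYP1B1, NQO1 and TIPARP), and without them the adjusted p was 0.43, so a rise beyond the genes already in the figure cannot be told apart from no change with the 3 that remain. Over its alternatives, the adjusted p of this list lay between 9.26e-08 and 0.43. An AHR response to Tan I, a planar aromatic compound, is a hypothesis that these values leave open.

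Targets of NRF2, a regulator of the response to oxidative and electrophilic stress, rose with a median log2 fold change of 0.33, 22 of 24 higher (camera, adjusted p = 8.23e-09). SRXN1 went the other way, at -0.80. In 2 of the 3 Tan I libraries the list's mean lay above that of every DMSO library. Among the 10 splits, only the real one (1) gave a camera p-value as small. Other splits also gave small unadjusted camera p-values, down to 0.000533 for DMSO replicates 1 and 3 with Tan I replicate 2 against the rest. The selection of genes for Figure 4G is argued against as the cause, since without its 5 members the adjusted p was 8.01e-05. Transcript length and GC content are argued against by camera after correction (adjusted p = 4.44e-08), and the library gradient as the whole cause by camera with the first component as a covariate (adjusted p = 1.43e-09; 0.00314 with fry and 0.0597 with an estimated correlation). Without that covariate, the adjusted p was 0.205 with fry and 0.21 with an estimated inter-gene correlation, and over all alternatives it lay between 4.02e-11 and 0.21. An NRF2 response to the treatment stays open as a hypothesis.

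Proteasome subunits rose by less but without exception, with a median log2 fold change of 0.25 and 31 of 31 higher (camera, adjusted p = 6.65e-09). The groups overlapped all the same: 6 of the 31 genes had all Tan I libraries above all DMSO libraries, and the list's mean did so in 2 of 3 Tan I libraries, with Tan I replicate 1 below DMSO replicate 2 (exact permutation test, p = 0.2). With each library rescaled to the same total, the median was 0.19, and with quantile normalization it was 0.20. Only the real split (1 of 10) gave a camera p-value as small, although permutation of the labels to DMSO replicates 1 and 3 with Tan I replicate 1 against the rest gave 2.15e-06, so part of the list's spread follows the library gradient. With the first component as a covariate the median fell to 0.16 and camera gave an adjusted p of 1.43e-09, which argues against the gradient as the whole cause; fry gave 0.015 and an estimated correlation 0.141. After correction for transcript length and GC content, camera gave 4.44e-08, adjusted. Without the covariate the adjusted p was 0.318 with fry and 0.257 with an estimated correlation, within a range over all alternatives of 1.56e-11 to 0.318. An effect of the treatment stays open.

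Cell cycle genes rose, with a median log2 fold change of 0.13 and 26 of 32 higher (camera, adjusted p = 6.01e-05), and each Tan I library's list mean lay above those of all DMSO libraries. The median was 0.09 with quantile normalization and 0.07 with each library rescaled to the same total. It was 0.15 after correction for transcript length and GC content and 0.14 with the first component as a covariate. No other split of the libraries gave a camera p-value as small (1 of 10). The nearest, DMSO replicates 1 and 2 with Tan I replicate 2 against the rest, gave an unadjusted camera p of 0.00152. With the first component as a covariate, camera gave an adjusted p of 5.90e-05, against the gradient as the whole cause, while fry gave 0.0356 and an estimated correlation 0.141. Camera after correction for transcript length and GC content gave 1.65e-05. Without the covariate, fry gave 0.124 and camera with an estimated correlation 0.21; over all alternatives the adjusted p lay between 4.05e-06 and 0.21.

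Cholesterol synthesis genes had a median log2 fold change of 0.15 with 17 of 21 higher (camera, adjusted p = 0.00246), but the list's mean lay above all DMSO libraries in only 1 of 3 Tan I libraries. The median was 0.06 with quantile normalization and 0.09 with each library rescaled to the same total. It was 0.17 after correction for transcript length and GC content. A camera p-value as small came from 2 of the 10 splits. The list's mean was lowest in DMSO replicate 2, and without that library the adjusted p was 0.484. Transcript length and GC content are argued against (camera after correction, adjusted p = 0.00185). The library gradient is argued against as the whole cause, since with the first component as a covariate the median was 0.17 with 18 of 21 higher and camera gave an adjusted p of 0.000555. This rests on a choice made after both values were seen: the gradient was first judged by fry with the covariate, which gave 0.235 and left it open for this list, and then for all lists by camera, which had made the calls. Without the covariate fry gave 0.341, and an estimated correlation gave 0.39 without it and 0.45 with it. Over all alternatives the adjusted p lay between 1.80e-05 and 0.484.

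With camera's preset correlation, 6 of the 8 lists had an adjusted p-value of at most 0.05. With fry and no covariate only AHR targets did, and with an estimated correlation none did. The choice of lists was partly made after Figure 4G had been seen, and NQO1 is on both the AHR and the NRF2 list. The share of the 10 splits with a result as large cannot fall below 0.1, so chance stays open for all lists.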

How the results depend on the processing

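The transcript length and GC correction, the library gradient as a covariate (the score on the first principal component), DESeq2 over all listed genes and camera with a variance trend were chosen after seeing the data. The first principal component is computed from the same values that are tested.

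Apart from single libraries left out, the number of genes called without adjustment stayed between 322 and 556 under the alternatives set before the data were examined, against 408. Of the 408 genes, 402 were called again in the same direction with a pseudocount of 0.1, 319 with quantile normalization, 378 with edgeR and 364 with DESeq2 on the recovered reads. Fewer were called again with the replicate block (266), and 325 were with eBayes without the trend and 315 with rescaled libraries. With one library left out, the number ran from 139 without Tan I replicate 2 to 321 without Tan I replicate 1. With each library rescaled to the same total, the split of higher against lower calls turned from 223 and 185 to 188 and 250; this scaling moved the median log2 fold change of all genes by -0.06. Leaving out one library gave from 160 to 1496 genes: 180 without DMSO replicate 1, 201 without DMSO replicate 3, 160 without Tan I replicate 2, 271 without Tan I replicate 3 and 1496 without Tan I replicate 1. With the library gradient as a covariate it was 1496 as well. The number of genes called with adjustment was 0 and became 16 with DESeq2 on the recovered reads, 14 with DESeq2 over all listed genes and 194 with the library gradient as a covariate; it stayed at 0 under the other alternatives, at a fold threshold of 1 and across the 6 fits that each left out one library. The cause of the change under DESeq2 was not tested.

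The log2 fold change of MMP9 kept its direction under all alternatives run, from 0.46 to 0.70 with one library left out, and with the library gradient as a covariate it was 0.50 and passed the adjusted threshold (adjusted p 0.00375, in a range of 0.00375 to 1.00 over the alternatives). ABCG2 kept its direction too, from 0.83 to 1.31 with one library left out, and passed the threshold under no alternative; with a mean of at least 50 it was not tested. Its 11 to 30 reads per library limit its precision. EZH2 was near 0 throughout: its log2 fold change turned from 0.06 to -0.0027 with each library rescaled to the same total, and ran from -0.046 to 0.12 with one library left out, negative without DMSO replicate 2.

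All Figure 4F genes tested kept their direction under all alternatives run. Their number was 5 with a mean of at least 50, since fewer were tested, and 10 with no filter on low values. Adjusted over all genes tested, 1 passed with DESeq2, over either set of genes, and 3 with the library gradient as a covariate, against 0. Adjusted over the list alone, 8 passed, against 5 with a mean of at least 50, 4 with quantile normalization and from 1 to 7 with one library left out (1 without DMSO replicate 3). The Figure 4G genes tested also kept their direction under all alternatives. Adjusted over all genes tested, 4 passed with DESeq2, over either set of genes, and 20 with the library gradient as a covariate, against 0. Adjusted over the list alone, 33 passed, against 2 to 29 with one library left out (2 without DMSO replicate 3, 9 without DMSO replicate 1, 11 without Tan I replicate 2 and 8 without Tan I replicate 3). This number was also lower with quantile normalization (24), eBayes without the trend (24) and the replicate block (23). It was 28 with each library rescaled to the same total and 29 with the transcript length and GC correction. Of the 51 genes named and tested besides MMP9, ABCG2 and EZH2, those of Figures 4F and 4G included, CEBPE alone changed direction: its log2 fold change of -0.12 became 0.13 without DMSO replicate 2 and 0.04 without Tan I replicate 1, in a range of -0.32 to 0.13 with one library left out. With DESeq2, 12 of the 50 with an adjusted p-value passed the threshold, as did 12 of 51 over all listed genes and 31 of 51 with the library gradient as a covariate; no other alternative moved one past it.

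For the gene lists, camera's calls depended on the correlation it assumes between genes. With an estimated inter-gene correlation the adjusted p-values were 0.0516 for AHR targets, 0.21 for NRF2 targets, 0.257 for proteasome subunits, 0.43 for developmental regulators, 0.21 for cell cycle genes and 0.39 for cholesterol synthesis genes. With fry they were 0.205 for NRF2 targets, 0.318 for proteasome subunits, 0.494 for developmental regulators, 0.124 for cell cycle genes and 0.341 for cholesterol synthesis genes, and AHR targets passed. With an estimated correlation and the library gradient as a covariate they were 0.0642 for AHR targets, 0.0597 for NRF2 targets, 0.141 for proteasome subunits, developmental regulators and cell cycle genes, and 0.45 for cholesterol synthesis genes. Without the Figure 4G members, AHR targets had 0.43 and developmental regulators 0.0565; the latter holds no such member and moved only through the adjustment over the lists. With quantile normalization, developmental regulators and cholesterol synthesis genes both had 0.192, and with no filter on low values developmental regulators had 0.12. With fry and the library gradient as a covariate, cholesterol synthesis genes had 0.235. Some lists moved the other way: PRC2 subunits had 0.0263 with the transcript length and GC correction and 0.0228 with the library gradient as a covariate, and neutrophil genes 0.0334 with the transcript length and GC correction. With camera's variance trend, the setting run and seen first, PRC2 subunits and neutrophil genes both had 0.0327, past the threshold that they miss without it. Apart from what their construction shows, the causes of these changes were not tested.

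With one library left out, the adjusted p-values ran from 1.03e-06 to 0.00129 for AHR targets, 1.34e-08 to 5.23e-05 for NRF2 targets, 7.78e-09 to 0.000951 for proteasome subunits and 3.14e-05 to 0.00216 for cell cycle genes, with no call lost. They ran from 0.0298 to 0.533 for PRC2 subunits, 0.00146 to 0.981 for developmental regulators, 1.80e-05 to 0.484 for cholesterol synthesis genes and 0.0053 to 0.474 for neutrophil genes. The call was lost for cholesterol synthesis genes without DMSO replicate 2, and for developmental regulators without DMSO replicate 2 (0.981) and without Tan I replicate 1 (0.747).

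Libraries with the same replicate number deviated together for replicate 1 only. The correlations of their deviations from the group means, across genes, were 0.751, -0.0881 and -0.451 for replicates 1, 2 and 3, so the numbers were not taken to pair the libraries. With the replicate block, 348 genes were called without adjustment and 0 with it, MMP9 and ABCG2 kept their log2 fold changes of 0.58 and 1.07, 4 of the Figure 4F genes passed over the list alone, and developmental regulators had an adjusted p of 0.0844.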

Differences from the paper's values

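No value that the paper states for these libraries differed by more than 1.5 times: the paper gives 376 differentially expressed genes in NB4 cells, and limma called 408 without adjustment. The paper's thresholds name a p value without stating an adjustment. Its number equals the 376 genes with an unadjusted p-value of at most 0.05 in the authors' deposited table. Of these, 374 also pass the fold threshold, which the 408 of limma all do. At the same thresholds without adjustment, limma called MMP9, ABCG2, 8 of the 8 genes tested of Figure 4F and 33 of the 33 tested of Figure 4G.

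According to the paper, MMP9 and ABCG2 were up-regulated by Tan I. Its other evidence includes RT-qPCR of MMP9, zebrafish RNA-seq, and ChIP-qPCR of H3K27me3 at both genes, none of which was analysed here. Both were higher here, with log2 fold changes of 0.58 and 1.07, but each had an adjusted p of 0.999 in limma. MMP9 passed the adjusted threshold only with the library gradient as a covariate (adjusted p 0.00375), which was chosen after seeing the values, and ABCG2 passed under no alternative.

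The paper treats the genes of Figures 4F and 4G as changed by Tan I in NB4 cells. Figure 4F shows RT-qPCR, and the genes of Figure 4G also differed in the paper's zebrafish RNA-seq. The counts below concern the NB4 libraries only. Adjusted over all genes tested, limma called 0 of them. With DESeq2 on the recovered reads, set before the data were examined, 1 gene of Figure 4F and 4 of Figure 4G were called, and the same numbers were called over all listed genes, an alternative chosen after seeing the values. With the library gradient as a covariate, also chosen after seeing the values, 3 and 20 were called.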

Other observations

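Tests here with the first principal component as a covariate, or of its scores against the treatment, were chosen only after the results were seen. So were those on transcript length and GC content, on the replicate number and on other splits of the libraries. The same holds for tests on single genes, except EZH2 and the genes of the paper's RT-qPCR and NB4 heatmap panels, which were set beforehand.

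The largest difference between the 6 libraries did not follow the treatment. The first principal component held 70.8% of the variance and placed DMSO replicates 1 and 3 and Tan I replicate 1 on one side and the other libraries on the opposite side, with the groups overlapping (exact permutation test, p = 0.6), which argues against the treatment as its whole cause. Splitting the libraries in this way, against no labelled condition, gave 7214 genes without adjustment and 5333 with it in limma, more than any other split. Along this gradient, transcript length had a Spearman correlation of -0.25 with the genes' loadings and GC content 0.13, across genes, which are not independent replicates. In the 4206 genes with the longest transcripts (median 6737 bases), the median log2 deviation from the gene's mean ran from 0.14 in DMSO replicate 1 to -0.20 in Tan I replicate 3. In the 4207 genes with the shortest (median 881 bases) it ran from -0.10 to 0.19. Correcting each library for transcript length and GC content left 69.0% of the variance on the first component and thinning all libraries to the same number of reads left 69.1%. Genes with a mean of at least 1000 gave 82.5%. These values argue against each of these as the whole cause, and against noise of low counts. A part of mitochondrial and ribosomal protein genes in the gradient stays open: leaving out these 99 of 16887 genes left 70.8%, but so few genes cannot move the share. Ribosomal protein genes took 11.7%, 15.2% and 13.2% of the normalized counts in DMSO replicates 1, 2 and 3 and 10.9%, 13.3% and 16.9% in Tan I replicates 1, 2 and 3, lowest in DMSO replicate 1 and Tan I replicate 1 and highest in Tan I replicate 3, the ends of the gradient. Batches marked by the replicate number are argued against by the correlation of -0.451 between the deviations of the replicates numbered 3. Differences in RNA quality, library preparation or the state of the cultures were not tested and stay open.

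This gradient may be why few genes passed adjustment. In limma 0 genes passed, and 408 had an unadjusted p-value of at most 0.05 with an absolute log2 fold change of at least 0.25. Simulated libraries with no changed gene gave 52 such genes with the gradient and 471 without it. Low counts are argued against, since among genes with a mean of at least 1000, adjusted over those alone, 0 passed. With the first component as a covariate, 194 genes passed, 132 higher and 62 lower in Tan I, and all 12 genes with an adjusted p-value of at most 0.05 in the authors' deposited table were among them. In the 9 other splits of the libraries, fitted the same way, the number was 0. Without adjustment the contrast was smaller: with the covariate, the real split gave 1496 genes and the other splits up to 1074. Across the 10 splits, 3 gave as many genes without adjustment as the real one, 10 gave as many with adjustment (0 or more), and 1 gave as many with adjustment and the covariate. Since 10 splits allow no share under 0.1, chance cannot be excluded, and in simulated data 9.59% of the calls with the covariate were false.

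EZH2 lies on chromosome 7 of GRCh38 from 148807257 to 148884321 on the - strand. The paper states for Figure S3C-D, without naming the cells in its text, that EZH2 RNA did not change. In the NB4 libraries EZH2 had 3522 ± 418 normalized counts in DMSO and 3653 ± 288 in Tan I (SD, n = 3 each). The log2 fold change was 0.06 with a standard error of 0.13 and a 95% confidence interval of -0.25 to 0.36 (limma, adjusted p = 0.999; exact permutation test, p = 0.7), and its alternatives gave adjusted p-values from 0.373 to 1.00. The interval argues against changes larger than its bounds; smaller ones are not excluded at this number of libraries. The 11 PRC2 subunits tested had a median log2 fold change of 0.10, with 8 of 11 higher (camera, adjusted p = 0.0518; 0.0327 with camera's variance trend, seen first), and 1 of the 10 splits gave a camera p-value as small. The median of these subunits was 0.01 with quantile normalization and 0.04 with each library rescaled to the same total. It was 0.14 after correction for transcript length and GC content and 0.12 with the first component as a covariate.

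Developmental regulators (homeobox, T-box, WNT and similar families, chosen by symbol as genes often under H3K27me3) were tested because loss of H3K27me3 would be predicted to raise them. They were slightly lower in Tan I instead: of 62 genes with a mean of at least 10, 39 were lower and 23 higher, with a median log2 fold change of -0.04 (camera, adjusted p = 0.0471). The list's mean was lower in Tan I in 2 of 3 libraries than in every DMSO library, 6 of the 10 splits gave a camera p-value as small, and the call held in 8 of 17 alternatives and was lost, among others, without DMSO replicate 2 (adjusted p = 0.981) and without Tan I replicate 1 (0.747). Transcript length and GC content are argued against (camera after correction, adjusted p = 0.00527), as is the library gradient as the whole cause (camera with the first component as a covariate, adjusted p = 0.00131; 0.0356 with fry and 0.141 with an estimated correlation). Low counts cannot be told apart from a real fall: a median below 0 among the members with a mean of at least 100 was set beforehand to count against them, but the median there was -0.0186 with 20 lower and 14 higher, too near 0 to decide, and this reading was made after the value was seen. A general rise after 3 days of Tan I was not seen among the 62 genes tested. Members with a mean below 10 were not in this test, and the authors' deposited table lists no gene without reads. A rise of silent members that stayed below this mean could therefore not be seen. The test says little about members silent in NB4 cells, and whether Tan I raised those stays open. In NB4 cells with Tan I, the paper's GSEA found an H3K27me3 signature negatively enriched (Figure 6A). It also reports enrichment of targets bound by EZH2 (Figure 6B). Whether the list overlaps the study's H3K27me3 gene sets was not tested.

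Genes of the neutrophil list had a median log2 fold change of 0.01, with 10 of 17 higher (camera, adjusted p = 0.0518; 0.0327 with camera's variance trend, seen first), and 4 of the 10 splits gave a camera p-value as small. With the first component as a covariate the median was -0.06, with 8 of 17 higher (camera, adjusted p = 0.33). The members went both ways: NCF4 at 0.63, MMP9 at 0.58 and ITGAX at 0.39 had all Tan I libraries above all DMSO libraries, and no member was separated the other way. With the covariate, the adjusted p in limma was 0.000528 for NCF4, 0.00375 for MMP9 and 0.00447 for ITGAX. ITGAM, which encodes the CD11b antigen that the paper measured by flow cytometry in Figure 3, had 484 ± 45.3 normalized counts in DMSO and 451 ± 23.5 in Tan I (SD, n = 3 each), a log2 fold change of -0.10 (95% confidence interval -0.40 to 0.21; limma, adjusted p = 0.999; alternatives from 0.676 to 1.00). CEBPE and CD38 of the same list were -0.12 and -0.31, with the groups overlapping, and CEBPE turned to 0.13 without DMSO replicate 2.

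In all, 2 genes outside the figures had lower values and an adjusted p-value of at most 0.05 in the authors' deposited table: MPO and HOXC4, chosen here after their values were seen. MPO fell from 62588 ± 1950 to 36602 ± 3112 normalized counts, and HOXC4 from 126 ± 2.61 to 57.4 ± 7.36 (SD, n = 3 each), log2 fold changes of -0.78 and -1.13 with an adjusted p of 0.999 for each in limma. With the first component as a covariate, 2 of the 2 had an adjusted p-value of at most 0.05 in limma. Both were picked for a difference between the groups in these same libraries, so this adds little against the library gradient. Over the alternatives the adjusted p reached from 4.33e-09 to 1.00 for MPO and from 0.0027 to 1.00 for HOXC4. Other genes of primary granules, chosen after MPO had been seen, had negative log2 fold changes: CTSG -0.69, PRTN3 -0.32 and AZU1 -0.25. EPX of Figure 4G, at -0.90, encodes eosinophil peroxidase and is not counted among them. The groups of PRTN3 and AZU1 overlapped, and without Tan I replicate 1 their log2 fold changes shrank to -0.050 and -0.065, so these 2 genes add little. With the first component as a covariate, the adjusted p was 3.21e-05 for CTSG, 0.0416 for PRTN3 and 0.0246 for AZU1. MYC, also chosen after its values were seen, was at -0.46. Without the covariate, the adjusted p in limma was at least 0.996 for each of these genes. A hypothesis left open is that Tan I lowers the promyelocyte granule program in NB4 cells; it was found and tested on the same libraries.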
